# Gene regulation in response to host sex and infection route in *Brugia pahangi* with new genome annotation

**DOI:** 10.1093/g3journal/jkag073

**Published:** 2026-04-15

**Authors:** Christopher I Holt, Robin E Bromley, Benjamin C Sparklin, John Mattick, Jeremy M Foster, Michelle L Michalski, Julie C Dunning Hotopp

**Keywords:** filariasis, *Brugia pahangi*, host sex effect, infection route, transcriptomics

## Abstract

Male rodents are almost exclusively used for experimental maintenance of filarial nematodes because they have higher susceptibility to parasitism than female rodents. This study investigates the effects that rodent host sex has on the worm transcriptome for subcutaneous (SQ) infections and intraperitoneal (IP) infections. Significantly more adult worms were recovered from IP-infected gerbils (median = 78 worms/infected animal) relative to SQ-infected gerbils (median = 2 worms/infected animal). Microfilaria production in male gerbils infected via the SQ route (mean = 6.62 microfilariae (mf)/20 µL, median = 5.65 mf/20 µL) was significantly greater than in female gerbils (mean = 0.43 mf/20 µL, median = 0 mf/20 µL). Male gerbils were also significantly more susceptible to SQ infection than females with a prevalence of 90% (*n* = 20) in males vs 27% (*n* = 29) in female gerbils. There was no significant difference in the number of adult worms recovered between male and female gerbils for either infection route. No statistically significant gene expression differences were observed in comparisons of worms of the same life stage/sex from male and female gerbils. In subcutaneously infected gerbils, the identification of differentially expressed genes was likely precluded by the markedly different transcript profiles between replicates. However, the transcriptional profiles for IP-infected gerbils were homogenous suggesting that the host sex does not alter nematode gene expression in the life stages examined from the IP model. The lack of impact of host sex on the transcriptome of worms isolated from IP-infected gerbils reinforces the use of male gerbils as the primary rearing host for these parasites. Genome annotation of *B. pahangi* is reported as it was required for this differential expression analysis.

## Introduction

Lymphatic filariasis is a mosquito-borne neglected tropical disease that is estimated to affect 67 to 120 million people across the equatorial regions of Latin America, Africa, and Southeast Asia (Taylor et al. 2010; Cano et al. 2014; Dickson et al. 2017; World Health Organization 2020). In humans, this disease is caused by 3 filarial nematodes: *Wuchereria bancrofti* (∼90% of cases), *Brugia malayi* (∼10% of cases), and *Brugia timori* (<1% of cases) (Fang and Zhang 2019; World Health Organization 2020). Bancroftian or Brugian filariasis can lead to the development of a lymphedema, usually caused by inflammatory responses against dead worms that lead to the retention of fluid and inflammation of the lymphatics in the arm, leg, or groin, manifesting as elephantiasis in severe cases (Babu and Nutman 2012; Liao and von der Weid 2015).

Men are disproportionately afflicted with lymphatic filariasis (Brabin 1990b; Pani et al. 1991). In 43 out of 53 epidemiological studies, women had a lower mean prevalence of lymphatic filarial infection compared with men (Brabin 1990b). Men represent 10% more cases of Bancroftian and 25% more cases of Brugian filariasis (World Health Organization 1994). In Malaysia, men had higher *B. malayi* microfilaremias compared with women, although women made up more of elephantiasis cases in certain situations (Wilson 1961). Male-biased parasitism is common in mammals and birds, and it has been attributed to sex-specific hormonal and behavioral differences (Bundy 1988). Differences in infection susceptibility have also been documented in onchocerciasis (Brabin 1990a), which is caused by a different filarial nematode, *Onchocerca volvulus*.

Sex-specific infection differences are not limited to filarial nematodes. Men comprise a higher percentage of infected individuals and have a differing immune response compared with women in both *Schistosoma* and *Leishmania* infections (Mugono et al. 2014; Dupnik et al. 2019; Ayabina et al. 2021; Bea et al. 2025; Honecker et al. 2026). Sociological and environmental factors contribute to this difference in infection rates, but sex is a factor (Mugono et al. 2014; Ayabina et al. 2021). With Schistosomiasis, environmental and sociological factors include a higher percentage of men taking part in water-adjacent activities such as swimming, farming, and fishing, with infection rates increasing in women when they take up these roles. In *Leishmania infantum* infections, male hosts develop larger lesions, have higher parasite burdens, and have a lower IFN-1 response, highlighting sex-specific differences in the immune response (Bea et al. 2025). Overall, there are sex-specific differences in the infection rates and immune response of both human and rodent hosts (Honecker et al. 2026).

Sex bias has also been observed in filarial nematode laboratory models, including in *B. malayi* and the related *Brugia pahangi*, which is a parasite of only nonhuman mammals. Male gerbils and male BALB/c mice are infected by *B. pahangi* more readily than their female counterparts (Ash 1971; Ah and Thompson 1973; Wesley 1973; Nakanishi et al. 1989) as also seen with male SCID mice and *B. malayi* (Rajan et al. 1994). This sex bias is observed in both subcutaneous (SQ) (Ash 1971; Ah and Thompson 1973; Wesley 1973) and intraperitoneal (IP) infection routes (Ah and Thompson 1973; Nakanishi et al. 1989; Rajan et al. 1994). Male gerbils (*Meriones unguiculatus*) subcutaneously inoculated in the groin with *B. pahangi* larvae have a greater susceptibility to infection and have 3 times as many adult worms recovered relative to females (Wesley 1973). Removal of the spleen or ovaries does not change the results in female gerbils (Wesley 1973), but treatment with testosterone (as testosterone propionate) or androgen (as testosterone propionate and cholesterol) increases the worm yield (Wesley 1973). Castration of male gerbils resulted in a lower number of worms removed from the gerbil and a reduced number of gerbils with detectable infection (Wesley 1973). Castrated males treated with testosterone have similar numbers of worms recovered from the gerbil and patent infections as intact males that do not receive hormone treatment (Wesley 1973). This suggests that the presence of testosterone plays an important role in host sex differences of filarial infection.

Two types of infection routes are used in the laboratory to rear both *B. malayi* and *B. pahangi*: IP infection and SQ infection (Ash and Riley 1970a, 1970b; McCall et al. 1973). IP infection involves injecting larvae into the peritoneal cavity of the mammalian host (McCall et al. 1973; Mutafchiev et al. 2014). By contrast, the SQ infection method involves injecting the larvae into the SQ layer, usually near the groin (Ash and Riley 1970a, 1970b). The IP route provides more worms recovered per gerbil and a shorter time frame to develop a patent infection (McCall et al. 1973), which is when an infection is detectable in the host. Adult worms and microfilariae in IP-infected gerbils are recovered almost entirely from the peritoneal cavity, whereas adults in SQ-infected gerbils are located in the lymphatics and shed microfilariae into the peripheral blood (Ah and Thompson 1973; McCall et al. 1973). Due to the ease of worm recovery, the IP infection route is the preferred method of rearing nematodes for laboratory studies that require high worm recovery.

Collectively, this means that most research studies use *B. malayi* or *B. pahangi* from IP-infected male gerbils (eg Choi et al. 2011; Ballesteros et al. 2016a, 2016b; Chung et al. 2019; Maclean et al. 2019; Voronin et al. 2019; Foster et al. 2020; Quek et al. 2022; Hegde et al. 2024)). Therefore, we sought to establish if there are transcriptional differences in filarial nematodes recovered from male and female gerbils and to examine the transcriptional differences between worms recovered from IP and SQ infections. We use *B. pahangi*, which typically provides a more robust infection in gerbils than *B. malayi* (Ash 1973).

## Materials and methods

### Study design, sample preparation, and statistical analyses

Mongolian gerbils (*Meriones unguiculatus*) were injected with *B. pahangi* larvae with 7 male gerbils and 7 female gerbils injected with 400 larvae into the IP cavity (IP infection) and 22 male gerbils and 32 female gerbils injected subcutaneously with 150 larvae (SQ infection). Five gerbils had to be removed from consideration in this study (Supplementary Table 1). Infection status in the IP-infected gerbils was established by the presence of worms at necropsy. Infection status in the SQ-infected gerbils was established by a blood draw at least 120 d postinfection to confirm the presence of microfilariae. Using this criteria, 18 male and 8 female gerbils developed successful SQ infection, while 21 SQ-infected female gerbils and 2 infected male gerbils did not develop infection. Out of the successfully infected gerbils, worms from 3 IP-infected male gerbils, 3 IP-infected female gerbils, 3 SQ-infected male gerbils and 3 SQ-infected female gerbils were selected for sequencing. To reduce the potential of batch effects, we aimed to keep litter mates consistent. However, this was not possible for the SQ-infected gerbils due to the low numbers of worms recovered. All animal care and protocols were compiled by the University of Wisconsin Oshkosh and approved by the University of Wisconsin Oshkosh IACUC. *T*-tests were performed in R v4.2.1 using stat_compare_means from ggpubr v0.4.0 and *χ*² analyses were performed in R v4.2.1 using stats v4.2.1. Power calculations for *t*-tests of means were performed using the R package pwr v1.3-0 (Champely 2020) with the options of a 1 sample *t*-test and the default option of a 2-sided alternative hypothesis.

### RNA-seq library preparation and sequencing

Two shipments of liquid nitrogen flash-frozen worms were shipped on dry ice from Oshkosh, WI, to Baltimore, MD, arriving on 25 March 2021, and 13 April 2021, where RNA was isolated from the adult male worms, adult female worms, and microfilariae using the NEB Biolabs Monarch Total RNA Miniprep kit (T2010) (New England Biolabs, Ipswich, MA) after physical disruption with a micropestle in liquid nitrogen. RNA samples were prioritized for library construction by balancing the selection of litter-matched samples with the selection of samples with the highest quantity and quality RNA. Sequencing libraries were constructed and sequenced by Maryland Genomics at the University of Maryland School of Medicine in Baltimore, MD, USA. Briefly, the isolated RNA underwent poly(A)-enrichment with the NEBNext Poly(A) mRNA magnetic isolation module. Libraries were constructed using the NEBNext Ultra II Directional RNA for Library Prep kit with PCR amplification steps using primers containing a 7-nt index sequence. Size selection and cDNA purification between enzymatic reactions were performed with the SPRIselect reagent (Beckman Coulter Genomics, Danvers, MA, USA). Libraries were evaluated using the GX touch capillary electrophoresis system (Perkin Elmer, Waltham, MA, USA). In a few cases when construction of key sequencing libraries failed, we selected new sets of litter-matched RNA samples in an effort to have the best data from litter-matched samples. The final selection of libraries was sequenced on the NovaSeq6000 with the S4 Reagent Kit v1.5 for 200 cycles. The *Wolbachia* endosymbiont of *B. pahangi* was not investigated in this study.

### Oxford Nanopore Technologies direct RNA sequencing of adult male and adult female *B. pahangi* for annotation

Live *B. pahangi* FR3 strain were isolated from 2 male gerbils infected in the IP cavity with ∼400 *B. pahangi* L3 larvae. The first gerbil was infected when 106 d old and was sacrificed 346 d postinfection to obtain 47 adult female worms and 55 male worms. The second gerbil was 135 d old and was sacrificed 464 d postinfection to obtain 26 adult female and 30 adult male worms. The worms were shipped in sterile filtered culture media consisting of RPMI 1640 (Thermo Fisher, Waltham, MA, USA), supplemented to a final concentration of 10% fetal bovine serum (Thermo Fisher, Waltham, MA, USA), 50 units/mL of penicillin (Thermo Fisher, Waltham, MA, USA), 50 µg/mL of streptomycin (Thermo Fisher, Waltham, MA, USA), and 40 µg/mL gentamicin (Sigma-Aldrich, Saint Louis, MO, USA). The worms were acclimated overnight at 37 °C and 5% CO_2_, in the same media they arrived in, before being flash frozen and physically disrupted with a micropestle in liquid nitrogen. RNA was isolated from a pool of all 73 females using the NEB Monarch Total RNA Miniprep kit (T2010). RNA was separately isolated from the pool of 55 male worms from the first gerbil using the NEB Monarch Total RNA Miniprep kit (T2010). The 23 ng *B. pahangi* female RNA and 5 ng *B. pahangi* male RNA were used separately to prepare libraries using the SQK-RN002 Direct RNA-Sequencing Kit and sequenced on an ONT MinION using the FLO-MIN106D R9 flow cell. Fast5 files from the 2 ONT sequencing runs were basecalled using Guppy v6.4.2, using the rna_r9.4.1_70bps_hac.cfg config file and a min_qscore of 7 (Guppy Basecalling Software).

### Illumina sequencing of cDNA for annotation

Aliquots of RNA from pools of *B. pahangi* L3 (NR-42499), pools of adult males (NR-42500), and pools of microfilariae (NR-48664) were acquired from FR3 through BEI Resources (Michalski et al. 2011) that contained 0.5 to 2 µg of RNA in TE buffer. These nematodes were reared in IP-infected male gerbils. The isolated RNA underwent poly(A)-enrichment with the NEBNext Poly(A) mRNA magnetic isolation module. Libraries were constructed using the NEBNext Ultra II Directional RNA for Library Prep kit with PCR amplification steps using primers containing a 7-nt index sequence. Size selection and cDNA purification between enzymatic reactions were performed with the SPRIselect reagent (Beckman Coulter Genomics, Danvers, MA, USA). Libraries were evaluated using the GX touch capillary electrophoresis system (Perkin Elmer, Waltham, MA) and sequenced on an Illumina HiSeq 4000. All Illumina FASTQ files underwent trimming with trimmomatic v0.38, using the TruSeq3-PE-2.fa adapter. Illumina fastq files were inspected with FASTQC before and after trimming (Andrews).

### Genome annotation

The *B. pahangi* reference genome underwent softmasking using RepeatMasker v4.0.7 and a RepeatModeler v1.0.11 database built using the NCBI engine (Smit and Hublet 2008–2015; Smit et al. 2015). ONT basecalled FASTQ files were aligned to the reference genome using minimap2 v2.17 with options -ax splice -uf -k14 (Lebov et al. 2020; Li 2021). Illumina reads were aligned to the reference genome index using hisat2 v2.1.0, with options –rna-strandness RF and –max-intronlen 5000 (Bolger et al. 2014; Kim et al. 2019; Mattick et al. 2020). Samtools v1.9 was used to sort and index the bam files (Danecek et al. 2021). The bam files from the Illumina data generated for the differential expression analysis underwent deduplication using Picard MarkDuplicates v2.25.3 (java version 1.8.0_17) (Broad Institute 2019). The resulting 14 bam files (Supplementary Table 2) were provided to BRAKER v2.1.6, along with the softmasked genome file, for structural annotation using Augustus v3.4.0 and Genemark ES/ET v4.62 (Stanke and Morgenstern 2005; Stanke et al. 2006, 2008; Li et al. 2009; Barnett et al. 2011; Lomsadze et al. 2014; Buchfink et al. 2015; Hoff et al. 2016, 2019; Mattick et al. 2020; Bruna et al. 2021). A protein only structural annotation was also generated with BRAKER v2.1.6 using the metazoan protein fasta file from OrthoDB v10 and ProtHint v2.6.0 (Altschul et al. 1990; Lomsadze et al. 2005; Stanke and Morgenstern 2005; Stanke et al. 2006, 2008; Gotoh 2008, 2014; Camacho et al. 2009; Iwata and Gotoh 2012; Buchfink et al. 2015; Hoff et al. 2016, 2019; Kriventseva et al. 2019; Bruna et al. 2020, 2021; Mattick et al. 2020). A combined GTF was generated using TSEBRA v1.0.3 (Gabriel et al. 2021) and formatted into a GFF3 file using custom R v4.1.2 scripts. A polypeptide fasta was generated using gffread v0.12.7. (Pertea and Pertea 2020). Functional evidence was generated using HMMER/Hmmscan, RNAmmer v1.2, tRNAscan-SE v2.0.3, TMHMM v2.0, and Rapsearch2 (Lowe and Eddy 1997; Krogh et al. 2001; Lagesen et al. 2007; Zhao et al. 2012). The evidence was evaluated and applied to the gene models using BioCode v0.10.0 and Attributor, resulting in a functionally annotated GFF3 file (Josh Orvis; J Orvis). Interproscan v5.56-89.0 was used to assign interpro (IPR) and gene ontology (GO) terms to each gene model (Jones et al. 2014).

### RNA-seq differential expression analysis

For the differential expression samples (Supplementary Table 3), the FASTQ files underwent a quality check using fastqc v0.11.9 (Andrews). The FASTQ files were then trimmed using trimmomatic v0.38 (java version 1.8.0_171) (Bolger et al. 2014) with the TruSeq3-PE-2.fa adapter and aligned to the *B. pahangi* reference genome (Mattick et al. 2020) using hisat2 v2.2.1 (Kim et al. 2019), with options –rna-strandness RF and –max-intronlen 5000. Samtools v1.9 was used to sort and index the bam files (Danecek et al. 2021). All bam files underwent deduplication using Picard MarkDuplicates v2.25.3 (java version 1.8.0_171) (Broad Institute 2019). For analyses where SQ files were merged, the merging of SQ bam files was performed with samtools v1.20 (Danecek et al. 2021) followed by Picard DownsampleSam v2.25.3 (java version 1.8.0_171) (Broad Institute 2019) to downsample the merged SQ bam files to 100 million reads. Once aligned and sorted by position, read counts were generated using HTSeq v0.12.4 from python 3.8.2 on gene features using union mode, with subsequent filtering to remove rRNAs and tRNAs (Anders et al. 2015). Only genes with features annotated as mRNA were considered. To ensure sequencing saturation, a rarefaction curve was generated using the R package vegan v2.5.7 (Dixon 2003; Oksanen et al. 2022). All samples reached acceptable saturation levels except for the SQ microfilariae, which were removed from the analysis. A dendrogram of the samples using *z*-score-normalized log_2_(TPM) values of differentially expressed genes was generated using pvclust v2.2-0 (Suzuki et al. 2019) and 1,000 bootstrap replications and default arguments for method.dist and method.hclust.

To assess the number of mapped reads to each chromosome, the trimmed reads were realigned to a composite reference file that included the *B. pahangi* nuclear, mitochondrial, and *Wolbachia* genomes and the bam files were deduplicated. Using the alignment method described above, the trimmed reads were also aligned to the gerbil reference genome (GCF_030254825). Samtools v1.20 idxstats (Danecek et al. 2021) was used to summarize the number of mapped reads in both cases.

Differential expression was determined using R v4.2.1 (R Core Team (2020)) and edgeR v3.30.3 (Robinson et al. 2010) and respective pairwise comparison matrices were made using limma v3.44.3 (Ritchie et al. 2015). Using edgeR, counts were normalized, and genes were filtered so that genes with at least a cpm value of 5 in 3 or more samples were kept. The common, tagwise, and trend dispersions were estimated for each sample and fitted to a generalized linear model. A quasi-likelihood *F*-test was used to identify differentially expressed genes, which were then filtered based on an FDR < 0.05, after Benjamini-Hochberg correction. Differentially expressed genes were clustered using WGCNA v1.71 (Langfelder and Horvath 2008).

The package tidyverse v1.3.2 (Wickham et al. 2019) was used for data processing, the package ggdendro v0.1.23 (de Vries and Ripley 2022) was used to acquire the order of the pvclust dendrogram, and the package devtools (Wickham et al. 2022) was used to download the heatmap.3 function. Interproscan v5.56-89.0 was used to assign IPR and GO terms to each gene model (Jones et al. 2014).

### Updated *B. malayi* functional terms

A differential expression analysis was undertaken to compare adult male, adult female, and mature microfilariae samples (Chung et al. 2019) using the read counts calculated in a previously published *B. malayi* transcriptomics meta-analysis (Holt and Dunning Hotopp 2024). Differentially expressed genes were identified with a quasi-likelihood *F*-test using R v4.2.1 (R Core Team (2020)) and edgeR v3.30.3 (Robinson et al. 2010) with the same cpm cutoff and a generalized linear model and clustered using WGCNA v1.71 (Langfelder and Horvath 2008), as described above. A protein fasta file was generated from the gff annotationf ile and the B. malayi WS276 genome reference downloaded from Wormbase Harris et al. 2020 and interproscan v5.56-89.0 (Jones et al. 2014) was used to assign the IPR and GO terms to each gene.

## Results

### Host sex and infection route effects on infection in gerbils

Gerbils were infected with third stage *B. pahangi* larvae using established FR3 protocols (Michalski et al. 2011) without alteration for either SQ or IP infection. These protocols are the current gold standard, reflecting what is considered rigorous for that infection mode, what is most frequently going to be used in studies, and what is an appropriate infection load for the animals. All *B. pahangi* larvae for experimental infections were isolated from mosquitos the same day as gerbil infection.

The SQ infection consisted of 150 larvae injected into the gerbil, with 22 male and 32 female gerbils infected. Five SQ-infected gerbils (3 female, 2 male) were removed from the study and analyses for various reasons (Supplementary Table 1). In the remaining 49 SQ-infected gerbils (20 males; 29 females), there was higher prevalence of patent infection in males (18/20; 90%) relative to females (8/29; 28%), as indicated by the presence of microfilariae in a blood draw performed at least 121 d postinfection (*χ*² = 16.09, df = 1, *P* = 6.03e−05) (Fig. 1a).

**Fig. 1.**
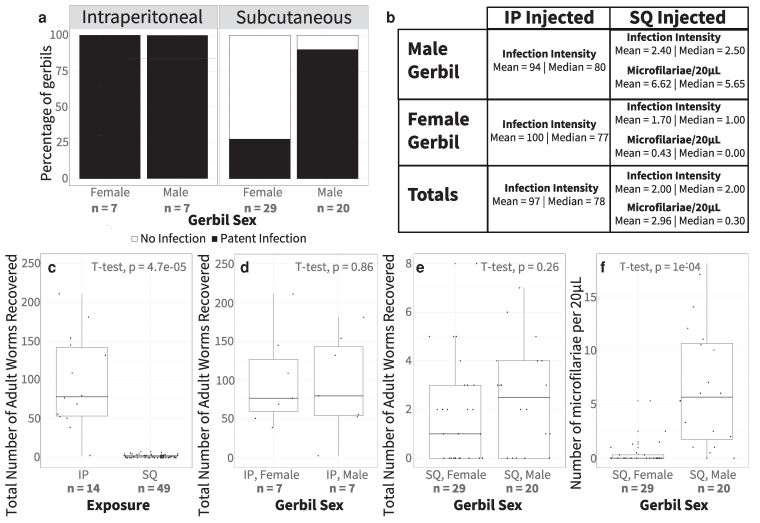
Study design and infection results. a) For the IP infection, all 7 of the female gerbils and all 7 of the male gerbils were successfully infected. For the SQ infection route, 18/20 (90%) male gerbils developed a successful infection while only 8/29 (28%) female gerbils developed a successful infection. Infection success rate is different for male and female gerbils using the SQ infection route, but not the IP infection route. b) Adult worm recovery and microfilariae levels are listed for male and female gerbils that were infected using the IP or SQ infection route. Infection intensity denotes the number of adult worms recovered per successfully infected gerbil. Differences in infection intensities were most apparent between infection routes. c) Box and whisker plot shows that the IP infection route led to a median recovery of 78 worms/gerbil. The SQ infection route led to fewer worms per gerbil (2 worms/gerbil). d) Box and whisker plots show the distribution of the worm recovery for IP-infected female and male gerbils. Males had a slightly higher median recovery (median = 80 worms) compared with the female gerbils (median = 77 worms). However, the difference in mean worm recovery is not statistically significant. e) Box and whisker plots show the distribution of the worm recovery for SQ female and male gerbils. Males had a slightly higher median recovery (median = 2.5 worms) compared with the female gerbils (median = 1.0 worm). Similar to the IP infection results, the difference in mean worm recovery is not statistically significant. f) Box and whisker plots show the microfilaremia levels of SQ-infected male and female gerbils. Microfilaremia levels were higher in SQ-infected male gerbils (median = 5.65 mf/20 µL) compared with the female gerbils (median = 0 mf/20 µL). The difference in microfilaremia levels was found to be statistically significant (*P*-value = 1e−04). The *y*-axis for c, d, e, and f), refers to the total number of parasites recovered per gerbil which are also shown as dots overlayed on the box and whisker plots.

The presence of microfilariae indicates that adult worms have developed, mated, and reproduced, an important requirement for patent infections. Establishing infection success from a blood draw is both practical and rigorous as it can be measured prior to necropsy. Additionally, locating all adults upon necropsy can be difficult, as observed with gerbils that had microfilariae in the blood, but no adults were identified during necropsy (Supplementary Fig. 1). These gerbils are counted as infected and likely do contain adult worms as indicated by the presence of microfilariae. Gerbils that contain adult worms and no microfilariae are not counted as having a patent infection, since absence of microfilariae indicates that the parasites are not actively reproducing, a requirement for patency. However, male-biased infection is still observed if we define infection as the presence of worms of any life stage, not just microfilariae (*χ*² = 4.2769, df = 1, *P* = 0.03863).

The IP infection method involved injecting 400 larvae into the peritoneal cavity of the gerbil (Mutafchiev et al. 2014). All 7 male and 7 female gerbils were confirmed to be infected. Since microfilariae do not enter the bloodstream with IP infections, successful infection was defined as having adult worms of either sex and/or microfilariae present in the peritoneal cavity at necropsy.

Infection intensity is defined as the number of parasites isolated per successfully infected host. This metric is an important measure to understanding infection success rate and propagation. As expected, infection intensities were significantly higher (*t*-test, *P* = 4.7e−05) in IP-infected gerbils than in SQ-infected gerbils (Fig. 1b and c). The mean infection intensity was similar and not statistically significant between male hosts and female hosts in IP-infected gerbils as well as the SQ model (Fig. 1b, d, and e). Using all SQ-infected gerbils, significantly higher microfilaria (mf) concentrations (mf/20 µL) were found in male gerbils than in female gerbils (Fig. 1b and f). Based on the SQ infection success rate from the 20 male gerbils and 29 female gerbils, a power calculation suggested that 83 gerbils per group would have been required to obtain a statistically significant difference in adult worm recovery (80% power and a statistical cutoff *P*-value < 0.05). A prior study (Wesley 1973) of ∼40 gerbils per group found statistically significant differences, but differed in having a higher adult worm recovery rate per male gerbil (Supplementary File 1). All statistical tests are summarized in Supplementary Table 4.

### Simultaneous analysis of gene expression for host sex, infection mode, and life stage

To test if the gene expression of parasites recovered from male gerbils is the same as those from female gerbils, we undertook a differential expression analysis of adult male worms, adult female worms, and microfilaria from male and female gerbils infected using either SQ infection or IP infection. 

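Brugia pahangi has separate sexes, and mated adult female worms release microfilariae into the blood of the host. In an IP infection larvae are placed in the peritoneal cavity, where adult worms and microfilariae collect, whereas in an SQ infection larvae are placed under the skin and the adult worms settle in lymphatic tissue. Polyadenylated RNA was sequenced separately from the male worms, the female worms and the microfilariae of each gerbil. The 30 libraries analysed held both adult stages from 12 gerbils and the microfilariae of the 6 IP-infected gerbils, and each combination of life stage, infection route and gerbil sex held 3 gerbils. The IP-infected gerbils formed 3 pairs of a male and a female from 1 litter. The 6 libraries of SQ microfilariae were not analysed here. The authors aligned the reads to the FR3 genome of B. pahangi with HISAT2, removed duplicates, counted reads per protein-coding gene with HTSeq, and kept 9873 genes with at least 5 CPM in at least 3 libraries. From these deposited counts, each comparison below was tested with the quasi-likelihood F-test of edgeR after TMM normalization, over genes that met the same minimum in the libraries compared, and a gene was called differentially expressed at an adjusted P-value (Benjamini and Hochberg) under 0.05. CPM values given for a gene are relative to the total of its library, without TMM factors. Total counts per library ranged from 23387221 to 41142155 for female worms and from 5525035 to 33934587 for male worms from IP-infected gerbils. They ranged from 4775721 to 30446659 for female worms and from 870705 to 24895032 for male worms from SQ-infected gerbils, and from 597742 to 1283256 for IP microfilariae.

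**Figure D1:**
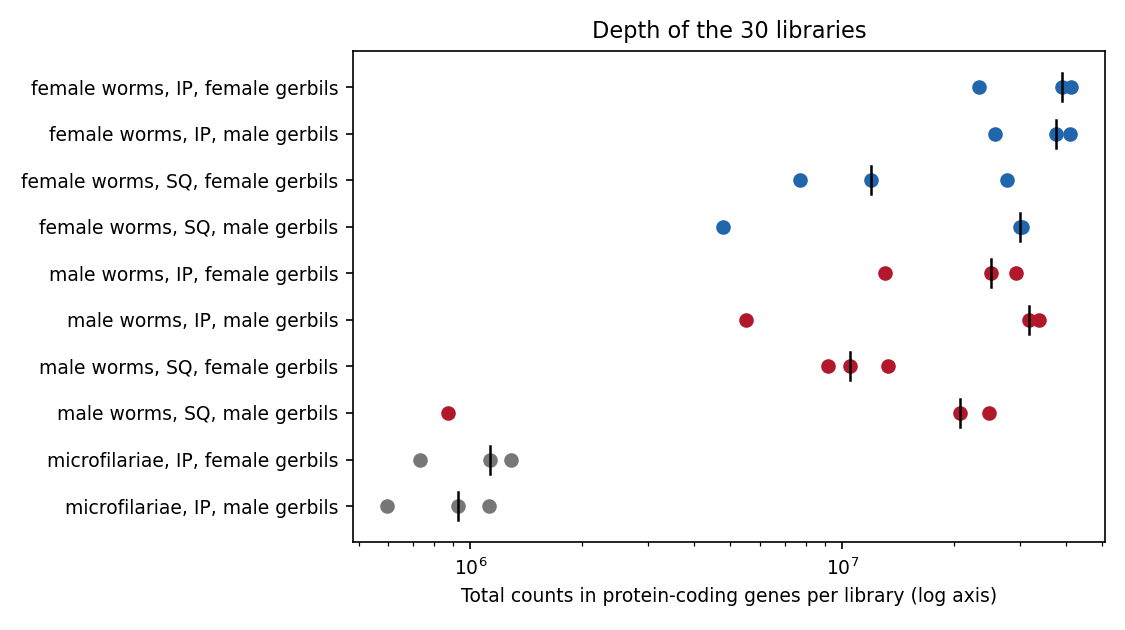
Total counts per library (log axis) for the 30 libraries, grouped by life stage, infection route and gerbil sex, with 1 point per library. The 6 microfilaria libraries lie at or under 1283256 counts, below every adult library but that of male worms from the SQ-infected gerbil M055, at 870705.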

Our initial goal was to sequence the RNA of litter-matched male and female gerbils where all 3 life stages were recovered. While litter-matched IP-infected males and females were used, the low infection frequency and difficulties in worm recovery precluded this for the SQ-infected gerbils. Only 6 SQ-infected female gerbils and 10 SQ-infected male gerbils had all 3 life stages successfully isolated.

Strand-specific Illumina RNA-Seq libraries were sequenced from the 36 selected samples (Supplementary Table 3) with, on average, 164 million 2 × 100-bp reads per sample. At most, 0.3% of all mapped reads mapped to the *Wolbachia* endosymbiont (Supplementary Fig. 2a). Six SQ microfilariae samples were removed from further consideration as the vast majority of reads belonged to the gerbil (Supplementary Fig. 2b) and a rarefaction analysis indicated that they have insufficient reads (Supplementary Fig. 2c). While the IP microfilariae samples did contain some gerbil reads, more than 50% of the mapped reads mapped to the *B. pahangi* genome (Supplementary Fig. 2b). 

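The adult libraries from IP-infected gerbils held nearly all of the genes in the count table, and the microfilaria libraries held fewer. In adult worms from IP-infected gerbils, 9401 to 9781 of the 9873 genes had at least 10 counts. In adult worms from SQ-infected gerbils the range was 7893 to 9787 genes, and in IP microfilariae it was 7017 to 8306 genes. Rarefaction with vegan gave the share of detected genes that were gained only in the last 50% of the counts. This share was 0.0700 to 0.556% in IP adult worms (median 0.283%), 0.0546 to 2.40% in SQ adult worms (median 0.488%) and 1.82 to 3.92% in IP microfilariae (median 2.58%). The share of reads that ended as counts differed more widely, from 15.0 to 20.8 counts per 100 sequenced reads in IP female worms to 0.408 to 1.08 in IP microfilariae.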

All IP samples and adult SQ samples had acceptable levels of gerbil reads and reached acceptable levels of saturation in the rarefaction analysis (Supplementary Fig. 2b and c).

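Across the 10 groups of worms, most genes were expressed at different levels in at least 1 group. With 3 gerbils per group, 7340 of the 9873 genes were differentially expressed by edgeR's F-test over all differences between groups, and 8144 were by DESeq2. This test does not say which groups differ, which the comparisons of single variables below give.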

There were 7,384 differentially expressed genes identified with a generalized log-linear model in EdgeR v3.30.4 (Robinson et al. 2010) when classifying samples on 3 variables–gerbil sex (male/female), infection model (IP/SQ), and worm life stage (microfilariae/adult male/adult female). After normalizing the counts of only differentially expressed genes to a *z*-score of log_2_-transformed transcripts-per-million (TPM), a principal components analysis (PCA) and dendrogram of the remaining thirty samples were generated with factomineR v2.6 (Lê et al. 2008) and pvclust v2.2-0 (Suzuki et al. 2019), respectively. 

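Life stage set both main axes of variation in gene expression. Over the 7340 differentially expressed genes, scaled to a z-score of log2(TPM + 1), the first principal component held 43.5% of the variation and the second held 31.9%, or 75.4% together. Life stage accounted for 90.6% of the variance of the scores on the first component and for 70.7% on the second. On the first component the IP microfilariae had a mean score of 105 ± 39.0 (SD, n = 6), against -33.5 ± 2.70 for IP female worms and -16.0 ± 8.15 for IP male worms. The microfilariae spread over a wider range, 49.3 to 152, than any adult group.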

In the PCA, the first 2 principal components accounted for ∼75% of the variation and the samples clustered strongly by life stage (Fig. 2a), as previously described in the related *B. malayi* (eg Holt and Dunning Hotopp 2024). Within the first principal component, the samples separate by adults and microfilariae. In the second principal component, the adult female worms and microfilariae overlap. This is consistent with previous results in *B. malayi* where there is overlap in females and microfilariae as mature females are full of developing embryos and microfilariae (Choi et al. 2011; Chung et al. 2019). 

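On this component the IP female worms and microfilariae lay on the same side of 0, away from the IP male worms. The mean score was -50.8 ± 5.91 (SD, n = 6) in IP female worms, -11.3 ± 7.97 in IP microfilariae and 64.6 ± 14.3 in IP male worms. Among IP-infected gerbils the scores of female worms, -57.7 to -43.1, did not reach those of microfilariae, -20.5 to -0.737. Female worms from SQ-infected gerbils ranged from -53.4 to 11.5 (mean -32.2 ± 25.4) and male worms from -50.0 to 76.7 (mean 29.6 ± 45.7), so the range of microfilariae fell inside the range of SQ female worms. That rests on the female worm libraries of F015 (11.5) and F024 (-15.0), and the other SQ female worm libraries lay at -53.4 to -39.4.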

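The sex of the gerbil and the infection route left little trace on the main axes of variation. Gerbil sex accounted for 0.0417% of the variance of the scores on the first component and for 0.774% on the second. Among the 24 adult libraries, infection route accounted for at most 2.17% on either component, and gerbil sex for 3.73% and 0.959%. Among the 18 IP libraries the most highly correlated library had the same life stage in 18 cases, and it came from a gerbil of the same sex in 9 cases. Among all 30 libraries these numbers were 24 and 17.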

When looking at the other 2 variables (gerbil sex and infection route), the samples did not form any further clusters (Fig. 2b and c). Likewise, in the dendrogram, there are 3 well-supported clusters (Fig. 3, Supplementary Fig. 3) roughly corresponding to microfilariae, adult male worms, and adult female worms. The dendrogram shows no separation based on infection route or gerbil sex. 

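Worms grouped by their own stage and sex, with exceptions only among SQ adults. Average-linkage clustering on the correlation of z-scores, with 1000 bootstrap samples of genes, placed the 6 microfilaria libraries in 1 cluster (100% of bootstrap samples). A second cluster held 10 libraries, all of male worms (100%), and the last held 14 libraries (97.5%), of which 12 were of female worms. The libraries of male worms from the SQ-infected gerbils F015 and M069 were the others in the last cluster. In that cluster both F015 libraries and the F024 female worm library formed a branch of their own (100%), and the M069 male worm library was paired with the M057 female worm library (100%).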

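Expression of sex-biased genes placed most SQ libraries with their own sex, and 5 of the 12 lay away from it. The position of each library was read from 1407 genes at least 4-fold higher and 646 genes at least 4-fold lower in male than in female worms of IP-infected gerbils of both sexes, on a scale where the mean of IP female worms is 0% and that of IP male worms is 100%. Single IP female worm libraries lay at -2.62 to 2.87% (SD 1.91, n = 6) and IP male worm libraries at 94.5 to 104% (SD 3.85, n = 6). The library labelled M069 SQ male worms lay at 1.47%. The F015 libraries of female and male worms lay at 58.4% and 57.2%, the F024 female worm library at 23.5%, and the M057 male worm library at 64.2%. The scale averages log2(CPM + 1), so a position is not the share of male RNA in a library. The other SQ libraries lay at -0.459 to 4.45% for female worms and at 88.1 to 98.5% for male worms.
Genes on contigs not placed on a chromosome were used as a further marker of male worms. From these contigs 54 genes were chosen for a log2 fold change of at least 6 in IP male over IP female worms, so their contrast between IP sexes follows from the choice and their level in SQ libraries does not. Their summed expression was 5548 to 12379 CPM in IP male worms and 10.4 to 27.9 CPM in IP female worms. It was 18.4 CPM in the M069 male worm library, 1845 and 1617 CPM in the F015 female and male worm libraries, and 16.7 CPM in the F024 female worm library. The F015 values were 20.9% and 18.3% of the median of IP male worms. The F024 female worm library lacked part of the female pattern instead. Of the 646 female-biased genes, 224 were at least 8-fold below IP female worms in this library, which is how they were chosen, and 193 of these were so in both F015 libraries too. Another 154 stayed within 2-fold in this library, and 95 of these did in both F015 libraries. In single IP male worm libraries the median ratio to IP female worms was 0.0428 to 0.0677 for the lowered genes and 0.0930 to 0.112 for the others. Low levels of the lowered genes are therefore usual for male worms. In the F015 male worm library only the genes that stayed within 2-fold depart from that. Among the lowered genes, QQG55_2005, a cadherin domain protein, was at 145 ± 30.0 CPM (SD, n = 6) in IP female worms and at 16.0, 15.0 and 25.5 CPM in the F024 female, F015 female and F015 male worm libraries. QQG55_22180, an AP-2 transcription factor, fell from 43.7 ± 5.42 CPM to 1.93, 1.30 and 2.56 CPM. QQG55_1285, a reprolysin metalloprotease, was at 260 ± 38.5 CPM in IP female worms and stayed at 238, 184 and 150 CPM. These 3 genes were chosen after their values were seen, and each of these SQ values rests on 1 library.

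**Figure D2:**
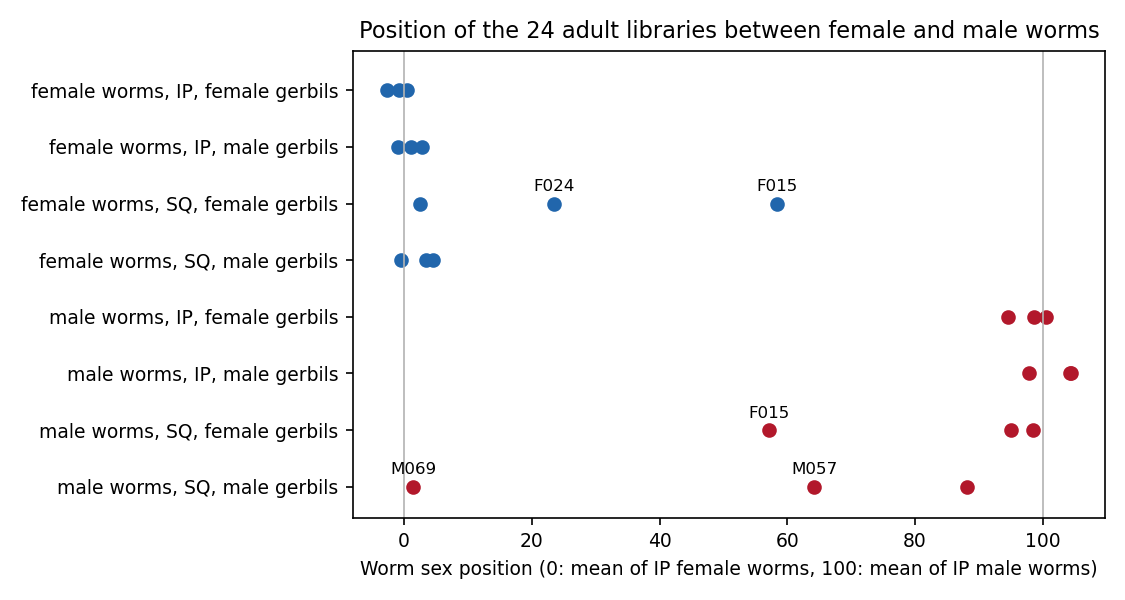
Position of each of the 24 adult libraries between IP female worms (0%) and IP male worms (100%), from the log2(CPM + 1) of sex-biased genes, with 1 point per library. The M069 male worm library lies at 1.47%, the F024 female worm library at 23.5% and the F015 libraries at 57.2% and 58.4%.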

The exceptions to these clusters are 1 male and 2 female SQ infection samples that form a separate cluster (F024_SQ_females, F015_SQ_females, F015_SQ_males) (Fig. 3, each denoted with a triangle) and a single SQ male sample that clusters with the females with strong support (M069_SQ_males) (Fig. 3, denoted with a star). The 7,384 differentially expressed genes were sorted into 16 clusters using WGCNA, which separated the samples largely based on nematode life stage (Supplementary File 2, Fig. 3).

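The 3 life stages shared the differentially expressed genes about evenly. The stages were ranked for each gene by the mean of log2(CPM + 1) over IP libraries. Of the 7340 genes, this mean was highest in female worms for 2374, in male worms for 2421 and in microfilariae for 2545 (32.3 to 34.7%). All 6 libraries of the highest stage lay above the other 12 for 1252, 1332 and 1050 of these genes.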

**Fig. 2.**
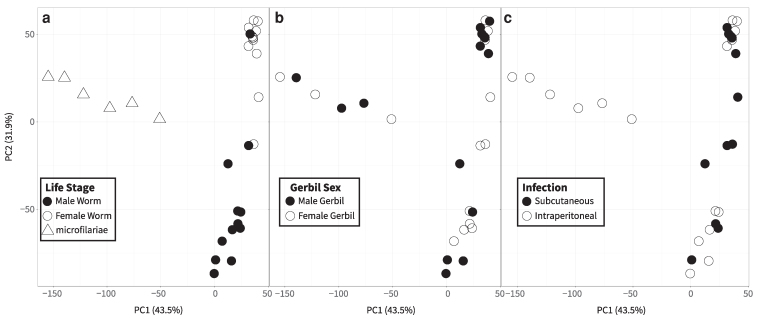
Samples separate by nematode life stage in principal components analysis. Using FactomineR, a principal components analysis was generated using the *z*-score transformation of the log_2_(TPM) values for the 7,384 differentially expressed genes. The first 2 principal components were plotted using ggplot2. The principal components analysis result was then coded to denote a) life stage, b) gerbil sex, or c) infection route. The samples separate, in the first principal and second principal components, by life stage and not by gerbil sex or Infection route.

**Fig. 3.**
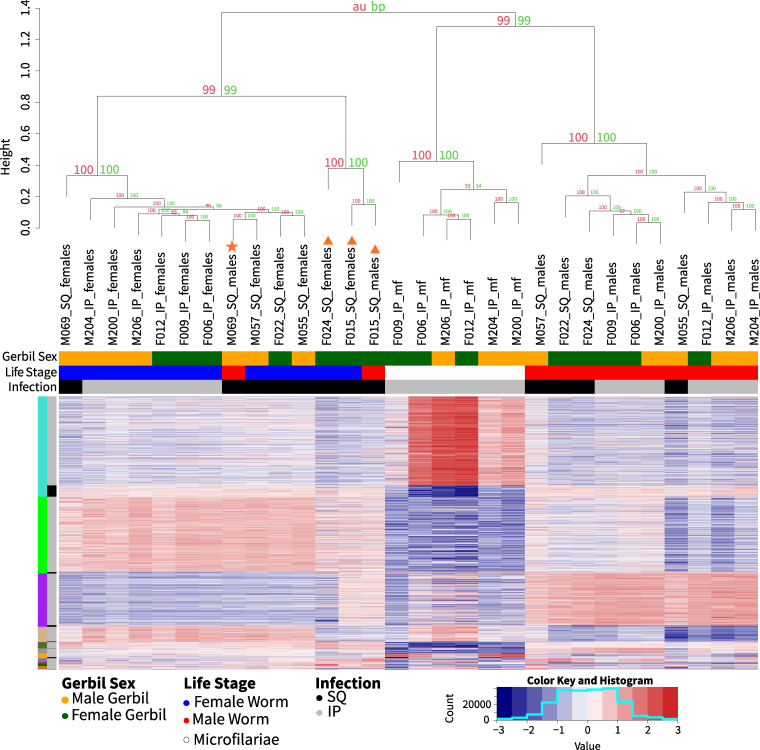
Heatmap and dendrogram of 7,384 differentially expressed genes. Using Weighted Gene Correlation Network Analysis (WGCNA), the 7,384 differentially expressed genes were divided into 16 expression clusters. The genes are shaded based on a *z*-score normalization of the log_2_(TPM) values of the 7,384 differentially expressed genes. The differentially expressed genes were identified using edgeR. The outer column of row colors denotes the WGCNA cluster, while the second column of row colors denotes if those genes match the main pattern (gray) or the inverse pattern (black) for that WGCNA cluster. There are 3 color-coded rows for gerbil sex, nematode life stage, and infection route for each column of data denoting sample classification according to the color key at the bottom of the figure. In the dendrogram generated by pvclust, the left/red values are the approximately unbiased (au) values and right/green values are the bootstrap probabilities. The orange triangles denote the 2 female SQ samples and 1 male SQ sample that formed a separate cluster from their respective life stages. The orange star denotes the male sample that has a very similar transcriptome to the females and clusters with them.

A linear mixed model allows for a quantitative summary of the drivers of transcriptomic variation within a differential expression analysis. This model was used to provide quantification of the amount of transcriptomic variance attributed to the 3 variables in this study: gerbil sex (male/female), infection model (IP/SQ), and worm life stage (microfilariae/adult male/adult female). Gerbil litter was also included for the IP gerbils. Any variation that cannot be explained by 1 of the 4 variables is classified as residuals. Genes in a given dataset are fit to a regression model and the relative contribution of each variable to the gene expression variation is calculated. The linear mixed model was implemented using the R packages variancePartition v1.26.0 (Hoffman and Schadt 2016) and limma v3.52.4 (Ritchie et al. 2015). This analysis was run using counts generated by HTSeq-Counts for all genes, not just those determined to be differentially expressed.

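Male and female worms of IP-infected gerbils differed in most genes, and many genes were close to silent in 1 sex. In a fit of the 18 IP libraries (6 per life stage, with gerbils of both sexes), 5990 of 9861 genes were differentially expressed between male and female worms, 2668 higher in male worms and 3322 higher in female worms. The balance between the sexes depended on the scaling, since RLE size factors moved the median log2 fold change of all genes from -0.20 to 0.06 and gave 3134 and 2595. Of the 5990 genes, 2459 differed by more than 4-fold. Functional names could be read for 1139 genes, all from 1 expression cluster of the study, and the genes below come from those, as the largest changes or as members of listed families. QQG55_10205, a BTB and Kelch domain protein on chromosome 2 from 592666 to 595808 of the FR3 assembly, was at 101 ± 24.7 CPM in male worms and 0.308 ± 0.354 CPM in female worms (SD, n = 6 each), a log2 fold change of 8.40 (standard error 0.616, adjusted P-value 1.97e-10 from edgeR). QQG55_1430, a calcineurin-like phosphoesterase on chromosome 1 from 2291258 to 2298455, was at 162 ± 31.7 and 0.813 ± 0.764 CPM, a log2 fold change of 7.65 (standard error 0.640, adjusted P-value 1.60e-09). QQG55_1905, a protein kinase, was at 96.2 ± 27.3 and 0.687 ± 0.644 CPM (7.16, standard error 0.592, adjusted P-value 1.30e-09). An alpha/beta hydrolase (QQG55_28950), a PDZ domain protein (QQG55_1325), a rhodopsin-family receptor (QQG55_28960), a transient receptor channel (QQG55_21765) and an astacin protease (QQG55_21210) had log2 fold changes of 6.49, 5.97, 5.52, 5.18 and 4.68. Chitin synthase (QQG55_12905) was also higher in male worms, at 100.5 ± 14.0 against 10.3 ± 3.97 CPM (3.26, standard error 0.342, adjusted P-value 4.91e-08). Among genes higher in female worms, QQG55_10310, a WD domain protein, was at 19.9 ± 6.75 CPM in female and 0.588 ± 0.281 CPM in male worms (-5.23, standard error 0.461, adjusted P-value 3.44e-09). QQG55_26490, a fork head transcription factor, was at 20.9 ± 4.51 and 0.725 ± 0.417 CPM (-5.04, standard error 0.383, adjusted P-value 3.60e-10). Aspartic protease 6 (QQG55_0255), a C2H2 zinc finger protein (QQG55_29975) and a protein tyrosine phosphatase (QQG55_17105) had log2 fold changes of -4.17, -4.10 and -2.59.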

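More genes set microfilariae apart from adult worms than set the adult sexes apart. In the fit of the 18 IP libraries, 7126 genes differed between microfilariae and female worms (3444 higher in microfilariae, 3682 lower), and 6906 differed between microfilariae and male worms (3512 higher, 3394 lower, and 3172 and 3979 with RLE size factors, which moved the median log2 fold change from -0.06 to -0.28). QQG55_27085, annotated as Rab-27A, a small GTPase, was at 325 ± 182 CPM in microfilariae and 3.15 ± 1.76 CPM in female worms (SD, n = 6 each), a log2 fold change of 6.71 (standard error 0.525, adjusted P-value 1.44e-09 from edgeR). The catalytic subunit of cAMP-dependent protein kinase (QQG55_18245) was at 918 ± 343 and 34.8 ± 9.64 CPM (4.79, standard error 0.319, adjusted P-value 3.66e-10). A 32 kDa beta-galactoside-binding lectin (QQG55_18020) was at 304 ± 104 and 38.6 ± 9.93 CPM (3.04, standard error 0.270, adjusted P-value 6.29e-09). A zinc carboxypeptidase (QQG55_26800), a tubulin-family protein (QQG55_26825), a rhodopsin-family receptor (QQG55_10850) and a ligand-gated ion channel (QQG55_1895) had log2 fold changes of 8.00, 7.56, 8.48 and 5.38 over female worms. Over male worms, laminin G domain protein QQG55_18770 was at 2682 ± 1403 against 37.9 ± 28.7 CPM (6.13, standard error 0.566, adjusted P-value 9.73e-09), and malate/lactate dehydrogenase QQG55_18465 at 144 ± 30.4 against 2.40 ± 1.79 CPM (6.05, standard error 0.481, adjusted P-value 1.49e-09). Cholesterol 7-desaturase (QQG55_20285), QQG55_10310 and QQG55_26490 rose over male worms by log2 fold changes of 6.18, 6.66 and 6.27. The microfilaria libraries also held reads from genes that adult female worms hardly express. Of 418 autosomal genes limited to male worms among adults, 332 were called higher in microfilariae than in female worms, at a median of 18.0 TPM, and 489 of the 3444 higher genes lay at or under that level. The mean TPM of the microfilaria genes named here that were compared with female worms lay above that of at least 83.7% of the male-limited genes, and for Rab-27A (308 ± 216 TPM) above all of them.

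**Figure D3:**
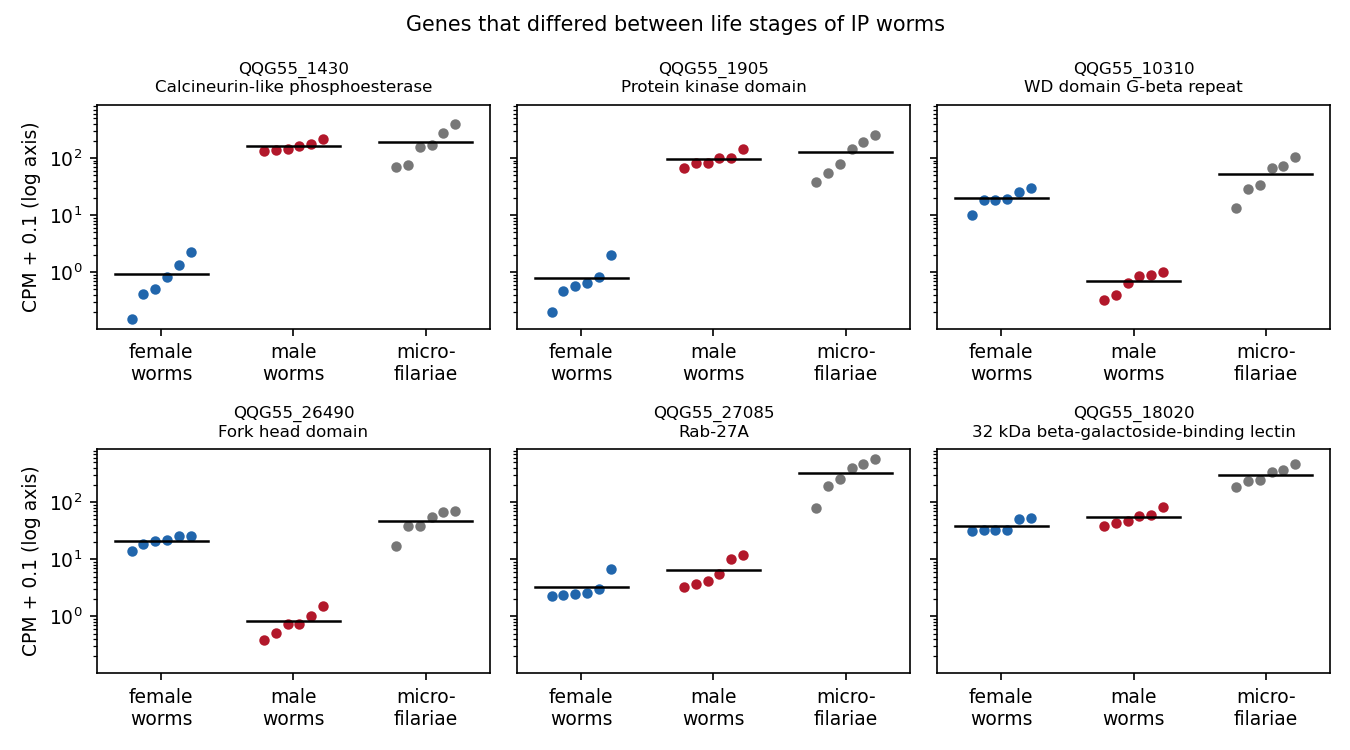
CPM + 0.1 (log axis) of 6 genes in the 6 IP libraries of each life stage, with 1 point per library and a black line at the mean. QQG55_1430 and QQG55_1905 are near 0 in female worms, QQG55_10310 and QQG55_26490 are near 0 in male worms, and QQG55_27085 and QQG55_18020 are highest in microfilariae.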

The linear mixed model analysis of worms in IP-infected gerbils shows that life stage is the variable that is driving the transcriptional differences between these worms. This is expected and has been demonstrated previously in the related *B. malayi* (eg (Holt and Dunning Hotopp 2024)). However, this was not the case for worms from SQ-infected gerbils. 

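In worms from IP-infected gerbils, life stage held most of the variation of the typical gene and the sex of the gerbil held none. A linear mixed model with life stage, gerbil sex and litter as random terms was fitted with lme4 to log2 CPM with voom weights for 9630 genes in 18 libraries. The median share of variance over genes was 79.6% for life stage (jackknife SE over gerbils 5.64), 17.2% for residuals (5.04), 0.509% for litter (0.648) and 0% for gerbil sex. The mean share for gerbil sex was 1.10%. With 1 gerbil left out at a time the share of litter was 0 to 0.694%.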

For the IP worms, life stage accounted for 71.6% of sample variation, followed by residuals at 23.9%, then by litter (0.73%) and host sex (<<0.0001%) (Fig. 4a). 

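In adult worms from SQ-infected gerbils, life stage explained far less than over the 3 stages of IP worms, and the shares depended on which gerbil was included. The same model over 9660 genes in 12 libraries gave median shares of 19.3% for life stage (jackknife SE over gerbils 22.4), 44.2% for residuals (15.4), 5.61% for gerbil sex (8.24) and 2.66% for litter (1.99). Without the gerbil M069 the share of life stage was 39.3%, without F022 it was 9.97% and without M057 10.3%. With 1 gerbil left out at a time the share of gerbil sex was 0 to 8.03% and that of litter 0 to 2.43%. Life stage held more than 50% of the variance in 22.7% of genes, against 81.5% of genes in the IP worms. The IP shares include microfilariae and the SQ shares only adult worms, so they do not cover like sets of stages. Leaving out the SQ libraries that the paper describes as clustering apart, a choice made after the data were seen, raised the SQ share of life stage.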

For the SQ worms, life stage accounts for 6.6% of sample variation and residuals accounted for 69% of sample variation (Fig. 4b). Residuals denote an unaccounted-for factor (or potentially multiple unaccounted for factors) that is separating samples, indicating that there is a large amount of intrasample variation (eg the SQ male worms do not show consistent expression patterns) (Fig. 4b). 

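With all 12 libraries, the 4 groups of SQ adult worms were not told apart by edgeR. In the 12 libraries, 0 of 9361 genes were differentially expressed between the groups by edgeR, 1921 had an unadjusted P-value under 0.05, and DESeq2 called 1551. Without the 4 SQ libraries that the paper describes as clustering apart, edgeR called 2730 genes, with 1 to 3 libraries left in each group. The same test on the 12 libraries of IP adult worms called 6108 of 9412 genes.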

Rerunning the differential expression analysis using only SQ worms produced 0 differentially expressed genes.

**Fig. 4.**
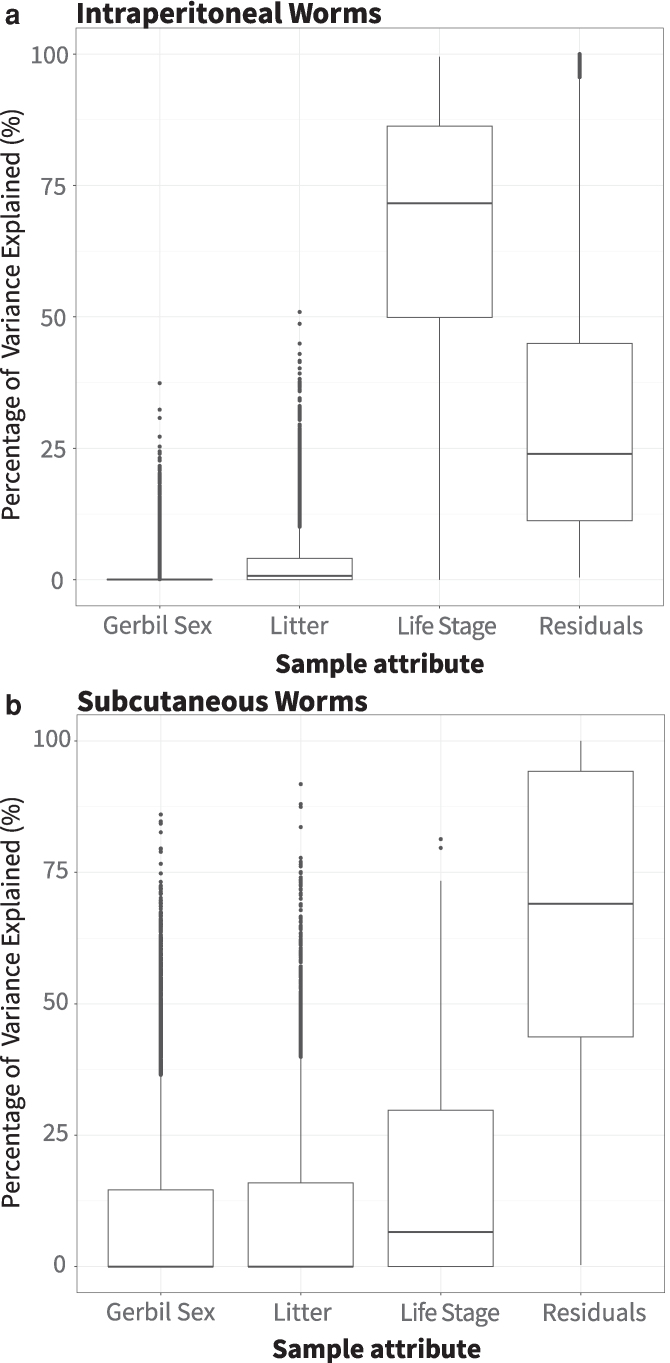
Worms from SQ-infected gerbils exhibit greater transcriptional variation. A linear mixed model, using the counts for all genes, highlights the variation in gene expression that can be attributed to 3 variables for the a) IP samples and the b) SQ samples. Life stage is the primary driver of gene variation in IP worms, while SQ worms show little separation based on life stage. SQ worms show too much variation for reliable differential expression in this study. The plots were generated with ggplot2.

### Pairwise analyses of single variables of gene expression for host sex, infection mode, and life stage

To rule out that differential expression was obscured in the multivariate analysis, we repeated the analysis using pairwise analyses focusing on single variables at a time (ie comparing male worms from IP-infected male gerbils to male worms from IP-infected female gerbils). We still found no differentially expressed genes associated with host sex or infection route (Fig. 5a to d), whether we adjusted for multiple testing or not. 

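Between worms from male and from female gerbils edgeR called no gene when 3 libraries were compared with 3, other tests called some, and calls between infection routes depended on the model and on single gerbils. Between male and female gerbils (3 against 3), edgeR called 0 of 8804 genes in IP male worms, 0 of 8251 in IP female worms, 0 of 8981 in IP microfilariae, 0 of 8988 in SQ male worms and 0 of 8354 in SQ female worms. At an unadjusted P-value under 0.05 these tests passed 318, 482, 4, 460 and 407 genes, where chance alone gives 440.2, 413, 449, 449 and 418. DESeq2 called 18, 3, 0, 148 and 14 genes. For SQ worms the edgeR counts say little, since of 100 genes changed by 4-fold in simulated counts edgeR recovered 0% in male and 36% in female worms. With litter as a block, which compares gerbils of 1 litter, edgeR called 174 genes in IP male worms, 128 higher and 46 lower in male gerbils. In the test without a block, edgeR called 381 genes in IP male worms when the gerbil M200 was left out. In a fit of all 30 libraries it called 158 in SQ male worms and 0 in the other groups. With the litter block it called 0 genes in IP female worms and 0 in IP microfilariae. Without the gerbil F022 it called 370 genes in SQ female worms.
Between infection routes, edgeR called 5 of 8984 genes in male worms from male gerbils and 0 in the other comparisons, which were 8777 genes in male worms from female gerbils, 8334 in female worms from male gerbils and 8315 in female worms from female gerbils. The unadjusted counts were 723, 1060, 381 and 1666, where chance gives 449, 439, 417 and 416, and DESeq2 called 218, 316, 4 and 602. Of 100 genes changed by 4-fold in simulated counts edgeR recovered 0%, 60%, 85% and 56%. In the fit of all 30 libraries edgeR called 267, 0, 0 and 377 genes. All 5 genes were higher in SQ worms and have no functional annotation, and they were chosen after their values were seen. QQG55_1075 was at 485 ± 209 CPM in SQ and 1.35 ± 0.396 CPM in IP male worms (SD, n = 3 each), a log2 fold change of 8.38 (standard error 0.585, adjusted P-value 0.0145 from edgeR). QQG55_38495, QQG55_42740 and QQG55_13710 had log2 fold changes of 8.19, 7.36 and 7.25 (adjusted P-values 0.0186, 0.0214 and 0.0224), and QQG55_1085 had 5.04 (0.0458). No gene was called without the gerbil M057, M200, M204 or M206. The SQ group holds the M069 library with the expression of female worms, and without M069 edgeR called 4 genes, of which 2 (QQG55_13710 and QQG55_1085) are among these 5 and 2 (QQG55_37245 and QQG55_54015) are not. Without M055, 2 of the 5 kept their call. Without F022 edgeR called 3636 genes between routes in female worms from female gerbils.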

The reason for the lack of differentially expressed genes is different for the IP and SQ infections. 

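Expression in worms from male and from female gerbils was within 2-fold for most genes of the IP female worms, and the libraries set how small a difference could be seen. The median size of the log2 fold change between gerbil sexes was 0.29 in IP male worms and 0.16 in IP female worms. The 95% confidence interval lay within a 2-fold change either way for 45.8% of genes in male worms and 87.7% in female worms, and within 4-fold for 97.6% and 99.6%. In IP microfilariae only 4.98% of the intervals lay within 2-fold and 62.0% within 4-fold. When 100 genes were changed by 4-fold in simulated counts with these libraries' spread and depth, edgeR recovered 88% in male worms, 99% in female worms and 0% in microfilariae, and at 2-fold it recovered 10%, 72% and 0%.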

Whether from male or from female gerbils, worms from IP infections have the same strongly reproducible transcriptional response, which is similar to a transcriptional response that has been observed across many studies for the related *B. malayi* (Choi et al. 2011; Grote et al. 2017; Chung et al. 2019; Holt and Dunning Hotopp 2024). However, this is not the case for worms from the SQ-infected gerbils. The worms from SQ-infected gerbils show a tremendous amount of variation compared with worms from IP infections, possibly due to different microenvironments or due to the increased handling required for extracting them from the lymphatics.

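The mean distance between gerbils of 1 group was larger in SQ than in IP worms, and the test of this over groups did not pass at 0.05. The mean distance between the 3 libraries of a group (1 minus Pearson's r of log2(CPM + 1)) averaged 0.0388 over the 4 groups of IP adults and 0.194 over the 4 groups of SQ adults, a ratio of 4.99 (two-sided exact permutation test, p = 0.0571, n = 4 groups each, where the smallest possible p is 0.0286). The range was 0.0109 to 0.0814 for IP groups and 0.0396 to 0.414 for SQ groups, so the SQ group of female worms from male gerbils lay inside the IP range. Matched by worm sex and gerbil sex, each SQ group exceeded its IP group. The distances were 0.189 against 0.0109 and 0.0396 against 0.0264 in female worms from female and male gerbils. In male worms they were 0.132 against 0.0365 and 0.414 against 0.0814. The test does not use this matching, and male and female worm groups share gerbils. The group at 0.414 holds the M069 male worm library with the expression of female worms. The distance was 0.293 and 0.173 in IP microfilariae from female and male gerbils, near the level of the SQ adults. The dispersion that edgeR estimated for each group of adults averaged 0.0711 in IP and 0.177 in SQ worms (exact permutation test, p = 0.0571). The paper proposes different microenvironments or the longer handling of worms taken from the lymphatics as reasons for the variation. Among possible causes it also names exposure to the host immune system and lower amounts of input RNA. By its account several SQ samples held only a single worm, whereas the IP samples were pools. Worm number was not told apart from infection route here.

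**Figure D4:**
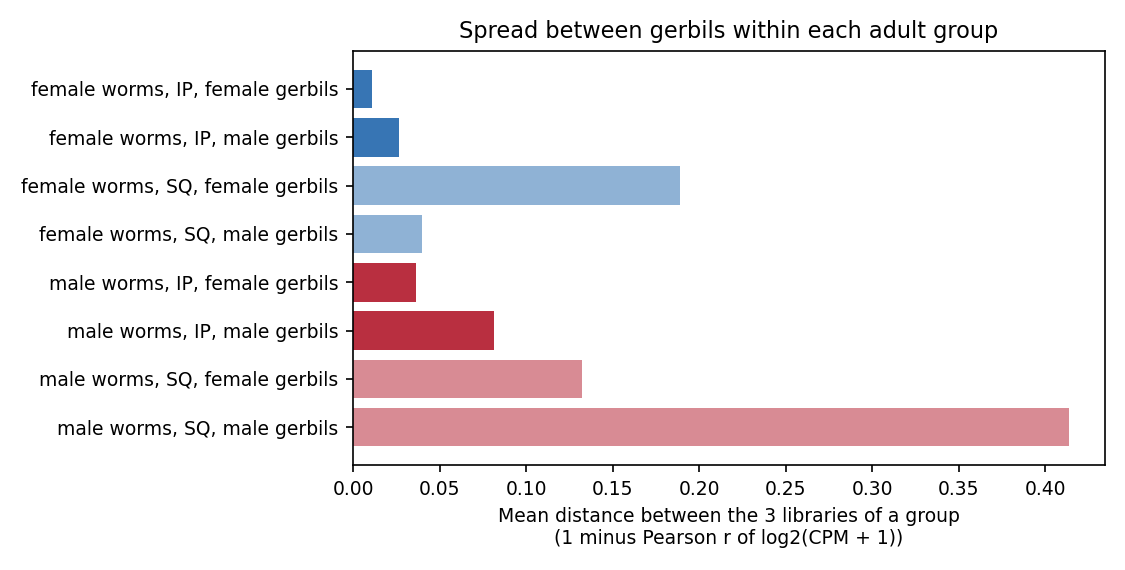
Mean distance between the 3 libraries of each of the 8 adult groups (1 minus Pearson's r of log2(CPM + 1)), drawn as bars from 0, with IP groups darker and SQ groups paler. The largest bar is that of male worms from SQ-infected male gerbils at 0.414, and the SQ group of female worms from male gerbils is at 0.0396.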

**Fig. 5.**
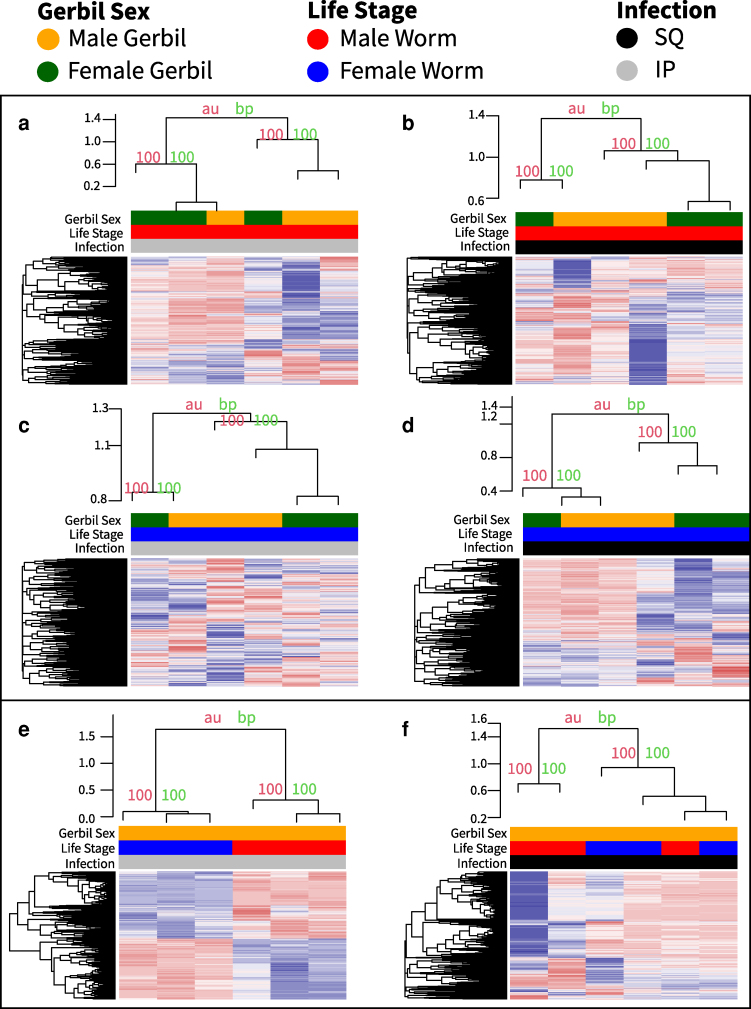
Lack of differential expression between male and female gerbils and a lack of differential expression in worms from SQ-infected gerbils. To assess specific variables in isolation, pairwise comparisons were examined for: a) male worms from IP-infected male and female gerbils; b) male worms from SQ-infected male and female gerbils; c) female worms from IP-infected male and female gerbils; d) female worms from SQ-infected male and female gerbils; e) male and female worms from IP-infected male gerbils; f) male and female worms from SQ-infected male gerbils. The analysis in panel e) uses the *z*-score normalization of the log_2_(TPM) values for the 5,462 differentially expressed genes. But since there are no differntially expressed genes in the other comparisons, for the other panels, the *z*-score normalizations of the log_2_(TPM) values are used for all of the genes that passed the edgeR CPM filter. The differentially expressed genes were identified using edgeR. There are 3 color-coded rows for gerbil sex, nematode life stage, and infection route for each column of data denoting sample classification according to the key at the top of the figure. In the dendrogram, approximately unbiased (red/left) values, and bootstrap support (green/right) values were generated with pvclust and the heatmaps were drawn with heatmap.3.

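Male and female worms expressed most genes at different levels in IP-infected gerbils of either sex. In male gerbils, 4981 of 9231 genes were differentially expressed between male and female worms (3 against 3, edgeR), 2601 higher in male and 2380 higher in female worms. In female gerbils, 6300 of 9245 genes were, 3172 higher in male and 3128 higher in female worms. The count in male gerbils was 1397 without M204 and 1770 without M206, and that in female gerbils was 2673 without F009 and 4156 without F006. In a fit of all 30 libraries the counts were 4088 (2387 higher in male worms) and 3586 (2216 higher). Of 100 genes changed by 4-fold in simulated counts edgeR recovered 79% in male and 98% in female gerbils. The simulation changed 200 genes in all, far fewer than were called here, so these shares do not measure the power of this comparison.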

Consistent with the homogeneity of the response in the IP model, 5,462 genes were found to be differentially expressed between male and female worms in male gerbils (Fig. 5e, Supplementary Fig. 4a) while 7,055 genes were differentially expressed between male and female worms from female gerbils (Supplementary Fig. 4b). Between these 2 sets of differentially expressed genes, there are 5,295 differentially expressed genes that overlap. However, due to the extensive variation in the transcriptomes of worms from SQ-infected gerbils, no differentially expressed genes were identified in comparisons of male and female worms (Fig. 5f, Supplementary Fig. 4c, d). It is the substantial variation between SQ worms that hinders our ability to accurately identify differentially expressed genes under these conditions for these sample sizes. This is consistent with the analysis with variancePartition described above, where most of the variance is in the residuals (Fig. 4). Therefore, we conclude that gerbil sex has no effect on transcription in the IP infection model but cannot reach a conclusion for the SQ infection model. 

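The sexes of worms differed in the same way in gerbils of both sexes. Among 9167 genes tested in both, 4950 were called in male and 6239 in female gerbils, 4733 were called in both, and all 4733 went the same way (2481 higher in male and 2252 higher in female worms, where independent calls would give 881 and 804). Of the 1506 genes called only in female gerbils, 1407 had the same sign in male gerbils, and of the 217 called only in male gerbils, 210 did. Across all tested genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.984 and a Spearman's rho of 0.960. The shared count fell to 1390 without M204, 1735 without M206, 2354 without F009 and 3149 without F006.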

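In SQ-infected gerbils no gene was called between male and female worms by edgeR when 3 libraries were compared with 3, and other models and sets of libraries gave calls. By edgeR, 0 of 8460 genes were called in male gerbils and 0 of 8783 in female gerbils (3 against 3). At an unadjusted P-value under 0.05 there were 1042 and 850 genes, against 423 and 439 from chance, and DESeq2 called 327 and 4. Without M069 edgeR called 146 genes in male gerbils, and without F015 it called 516 in female gerbils. In a fit of all 30 libraries it called 1316 genes in male gerbils and 0 in female gerbils. Without both F015 libraries, the F024 female and the M069 male worm library, a choice made after the data were seen that favours calls, it called 1084 in male gerbils (2 male against 3 female worm libraries), and in female gerbils only 1 female worm library remains. Simulated changes of 4-fold in 100 genes were recovered at 0% by edgeR in both comparisons and at 63% and 48% by DESeq2, which also called 31 and 53 unchanged genes (edgeR 0 and 0). The simulation changed 200 genes in all, far fewer than differed between worm sexes in IP infection. If as many differ in SQ infection, these shares do not measure the power of these tests. The group of SQ male worms from male gerbils includes the M069 library with the expression of female worms, which gives the lowest value of the 2 genes below. QQG55_1905 was at 26.2 ± 22.6 CPM (SD, n = 3) in SQ male worms from male gerbils, with M069 at 0.964 and the highest library at 44.8, and at 1.13 ± 0.294 CPM in SQ female worms of the same gerbils. Chitin synthase (QQG55_12905) was at 72.4 ± 47.5 (M069 at 17.6) and 18.9 ± 7.32 CPM in SQ male and female worms from male gerbils (log2 fold change 2.22, standard error 0.763, adjusted P-value 0.404 from edgeR).
The size of the worm sex difference was compared between routes with an interaction term over the 24 adult libraries, and 1108 of 9528 genes passed (490 where the difference was more positive and 618 where it was more negative in SQ worms). DESeq2 called 2118. The interaction was -4.26 for QQG55_1905 (log2, standard error 1.24, adjusted P-value 0.0405 from edgeR), -1.89 for QQG55_12905 (0.574, 0.0420) and 4.01 for the fork head protein QQG55_26490 (1.21, 0.0419). With gerbil as a block 154 genes passed. None passed without the 4 SQ libraries or without F006, F009, F012, F015 or M206, 1 passed without M204 (QQG55_7990, chosen after its value was seen), 24 without M200, 657 without M057, 1749 without F024 and 2084 without M055.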

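Pooling the life stages gave no more evidence of a gerbil sex effect in IP infection. In the 18 IP libraries, with life stage in the model, 0 of 9861 genes differed between male and female gerbils by edgeR, 182 had an unadjusted P-value under 0.05 where chance gives 493, and DESeq2 called 0. Each gerbil gave a library of male worms, of female worms and of microfilariae, and the model counted these as independent. Its confidence intervals therefore rest on fewer gerbils than libraries. The median size of the log2 fold change was 0.15, and the 95% confidence interval lay within a 2-fold change either way for 77.2% of genes. In the SQ infection the interval lay within 2-fold for 13.5% of genes in male worms and 43.4% in female worms. From the absence of called genes, and from the variation between SQ worms, most of which the paper finds in residuals, the paper concludes that gerbil sex has no effect on transcription in the IP infection and that no conclusion can be reached for the SQ infection.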

The tremendous transcriptional variation in the SQ model is in stark contrast to the homogeneity found in the IP model.

### Reduction of SQ sample variation

In contrast to the pooled IP samples, relatively few worms were recovered from the SQ-infected gerbils, with 5 out of 12 SQ samples consisting of only 1 worm (Supplementary Fig. 5). To assess the impact this may have had, the SQ samples were merged (based on life stage and host sex) and then downsampled to a similar number of reads as a single IP sample. These combined SQ samples were included with the IP samples in a differential expression analysis. This analysis revealed a reduction in the intrasample variation that was displayed in the original analysis (Supplementary Fig. 5). Fewer differentially expressed genes were identified (5,857) compared with the previous analysis (7,384). However, as this reanalysis only included adult male and adult female samples and did not include microfilariae, fewer differentially expressed genes are to be expected. 

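The SQ worms of 1 group were merged into 1 sample, in which gerbils with more counts weigh more. Here the counts of the 3 SQ libraries of each group were summed and thinned to the median total of the IP adult libraries, since the merged reads themselves are not in the files. In SQ male worms from male gerbils the totals summed run from 870705 to 24895032 counts. In a test over 8 groups and 16 libraries, 12 of IP worms and 4 of merged SQ worms, 5197 of 9469 genes were differentially expressed by edgeR and 6262 by DESeq2. The merged groups have no replicate, so their spread is taken from the IP groups.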

There were 77 significantly enriched functional terms that were identified, and there is significant overlap in these terms compared with the previous analysis. This suggests that in the aggregate the SQ samples are similar to the related IP samples.

SQ infection of animal hosts with *B. malayi* or *B. pahangi* leads to worms being located in various lymphatic tissues in the body, such as the heart/lungs, genital lymphatics, and SQ layers of the skin (Ash and Riley 1970a, 1970b; Ah and Thompson 1973; Athisaya Mary et al. 2006). We could not identify a correlation between the body site where the SQ worms were extracted from and the worm's transcriptome. Although most of the samples were isolated from the heart/lung region of the host, the transcriptional variation of the SQ samples prevented any comparisons between worms isolated from the same or different body sites.

### No host sex effect on the *B. pahangi* transcriptome

Most studies on *B. malayi* use nematodes recovered from IP-infected male gerbils, and this is the only material available from the NIAID-funded FR3 resource center (Michalski et al. 2011). This study suggests that worms of the same life stage recovered from IP-infected male and female gerbils were transcriptionally indistinguishable, supporting the use of solely male gerbils in research. The IP infection route is frequently preferred as it provides a large number of adult nematodes per gerbil. Additionally, the worms isolated from the infected gerbils are robust with a reliable, consistent, and homogenous transcriptional response (Holt and Dunning Hotopp 2024).

### Significantly enriched functional terms between *B. pahangi* and *B. malayi*

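Most receptors, proteases and potassium channels with a readable name were higher in microfilariae than in adult worms, and so were most genes with a readable name. Gene families were listed from words of the annotation before the data were examined. Their members could be found only among the 1139 genes of 1 expression cluster of the study, of which 1096 (96.2%) were higher in microfilariae than in female worms and 1014 (89.0%) higher than in male worms in the edgeR fit of the 18 IP libraries (1101 and 980 with RLE size factors). The member counts therefore describe these genes and do not show that a family stands out. Part of the calls can come from reads spread evenly over genes in the microfilaria libraries, since 332 of 418 autosomal genes limited to male worms among adults were called higher there than in female worms. Of 25 G protein-coupled receptors, 23 were higher in microfilariae than in female worms, with a median log2 fold change of 4.29, against 2.49 for the 1139 genes. Of 36 proteases all 36 were higher (median 3.75), as were all 3 genes annotated with potassium channels (QQG55_14390, QQG55_10830 and QQG55_20940, median 4.66). Over male worms 25 of the 25 receptors, 33 of the 36 proteases and the same 3 potassium channel genes were higher. The counts adjusted over the list alone were the same. Between adult worms, 14 of 25 DNA-binding transcription factors were higher in female worms and 4 (QQG55_15600, QQG55_1790, QQG55_22035 and QQG55_19075) in male worms (14 and 4 adjusted over the list alone), with a median log2 fold change of -0.81 in male over female worms (-0.54 with RLE size factors). Of all 1139 genes, 347 were higher in female and 397 in male worms (266 and 448 with RLE size factors). The study's enrichment test was not repeated.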

The functional terms associated with the *B. pahangi* clusters are similar to functional terms previously described in *B. malayi* (Supplementary File 3, Supplementary File 4) (Choi et al. 2011; Grote et al. 2017; Chung et al. 2019), including (i) in microfilariae: GPCR activity, proteolysis, and various voltage-gated potassium channel terms; (ii) in adult females: DNA-binding transcription factor activity and sequence-specific DNA binding; and (iii) in males: PapD-like superfamily term, major sperm protein domain, tyrosine-specific protein phosphatase, and protein kinase activity (Supplementary File 3). 

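Ion channels, small GTPases and phosphatases with a readable name divided between the adult sexes gene by gene. The lists again hold only members among the 1139 genes with a readable name, all from 1 expression cluster of the study. A higher level in microfilariae therefore carries no weight for a family. Members in other clusters could not be read, so counts between adult sexes do not bear on the paper's terms for male or female worms. Members are named here because the counts are small. Of 9 genes matched as ligand-gated ion channels, 4 were higher in male worms (QQG55_1895, QQG55_21155, QQG55_22040 and QQG55_2840, the last annotated as a vesicular GABA transporter) and 3 in female worms (QQG55_21855, QQG55_0110 and QQG55_0670), and all 9 were higher in microfilariae than in female worms. Both genes with a CUB domain, QQG55_27600 and QQG55_26625, were higher in microfilariae than in either adult sex. Neither was called between the adult sexes, though 1 was higher in male worms with RLE size factors. Of 5 small GTPases, QQG55_17665 and Rab-27A (QQG55_27085) were higher in male worms and ADP-ribosylation factor-like protein 6 (QQG55_2805) in female worms. Rab-27A was low in IP adults and its levels overlapped, at 3.21 to 11.6 CPM in male and 2.19 to 6.70 CPM in female worms. It fell under the minimum for testing in the comparisons of male and female worms within IP-infected gerbils of either sex. Of 3 protein tyrosine phosphatases, QQG55_17105 and QQG55_15715 were higher in female worms and none in male worms. Of 3 calcineurin-like phosphoesterases, QQG55_1430 and QQG55_18855 were higher in male worms and QQG55_27530 in female worms, the last not with RLE size factors. Each of these counts between adult sexes was the same when adjusted over the list alone.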

There are significantly enriched functional terms that differ between the 2 species, including enrichment in *B. pahangi* of (i) various neurotransmitter-gated ion-channel terms, potassium ion transport, and CUB domain in microfilariae, (ii) GTP binding, protein binding, and GTPase activity in adult females, and (iii) dephosphorylation in adult males and enrichment in *B. malayi* of (i) DNA binding, zinc finger C2H2-type, and aminoacyl-tRNA ligase activity in microfilariae; (ii) EGF-like domain and zinc finger in adult females; and (iii) protein-kinase-like domain super family, protein-tyrosine phosphatase, and metal-dependent phosphatases in adult males and (Supplementary Files 3, 4, Supplementary Fig. 6).

### *B. pahangi* genome annotation

To perform this differential gene expression analysis, genome annotation of the 96 Mb *B. pahangi* FR3 genome (JAAVKF00000000) (Mattick et al. 2020) was necessary. There is 80 Mb of *B. pahangi* FR3 genome sequence that is assigned to the nearly complete autosomes and chromosome X, similar to the 82 Mb for *B. malayi* (Foster et al. 2020; Tracey et al. 2020). The remaining 16 Mb in *B. pahangi* and 6 Mb in *B. malayi* are largely repetitive sequences corresponding to gaps that are mostly in the Y chromosome, which is unresolved in both organisms.

In this study, we predicted gene structures for *B. pahangi* with BRAKER using a combination of short read Illumina RNA-Seq and long read ONT direct RNA sequencing (Supplementary Table 2) (Stanke and Morgenstern 2005; Stanke et al. 2006, 2008; Li et al. 2009; Barnett et al. 2011; Lomsadze et al. 2014; Buchfink et al. 2015; Hoff et al. 2016, 2019; Mattick et al. 2020; Bruna et al. 2021). Although there is reduced sequencing depth, the long ONT direct RNA reads are better at resolving gene structures and isoforms compared with short Illumina reads. A second structural annotation was predicted using the conserved protein domains from OrthoDB with a final structural annotation generated with a merge of the 2 initial annotations using TSEBRA (Altschul et al. 1990; Lomsadze et al. 2005; Stanke and Morgenstern 2005; Stanke et al. 2006, 2008; Gotoh 2008, 2014; Camacho et al. 2009; Iwata and Gotoh 2012; Buchfink et al. 2015; Hoff et al. 2016, 2019; Kriventseva et al. 2019; Bruna et al. 2020, 2021; Mattick et al. 2020). The functional annotation, which describes the predicted function of RNAs and proteins encoded in those transcripts, was generated using evidence from HMMER/Hmmscan, RNAmmer v1.2, tRNAscan-SE v2.0.3, TMHMM v2.0 and Rapsearch2. This evidence was evaluated and applied to gene models using BioCode v0.10.0 and Attributor, resulting in a functionally annotated GFF3-formatted file (Lowe and Eddy 1997; Krogh et al. 2001; Lagesen et al. 2007; Josh Orvis; J Orvis; Zhao et al. 2012). Interproscan v5.56-89.0 was used to assign IPR and GO terms to each gene model (Jones et al. 2014).

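The gene models used for counting lie mostly on the assigned chromosomes. The reference annotation of the FR3 assembly holds 1918 protein-coding genes on chromosome 1, 1810 on chromosome 2, 1790 on chromosome 3, 1668 on chromosome 4 and 3130 on chromosome X, 994 on contigs without a chromosome and 12 on the mitochondrial genome. All gene identifiers of the expression tables matched it. Of the genes with enough reads to be tested, 2743 lie on chromosome X and 577 on unplaced contigs.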

On the contigs attributed to autosomes or chromosome X, 10,316 *B. pahangi* genes were annotated with 2,878 (28%) genes where all the transcripts are annotated as a hypothetical protein. For *B. malayi*, there are 10,373 genes with 3,567 (34%) annotated as hypothetical proteins. The *B. malayi* and *B. pahangi* annotations are similar in having genes with on average ∼12 CDS/gene, ∼150 bp CDS, and ∼2,500 multi-transcript genes annotated (Table 1). Visual inspection of the annotation for *B. pahangi* and *B. malayi* in regions with synteny reveals similar gene predictions with similar intron/exon structure (Fig. 6).

**Fig. 6.**
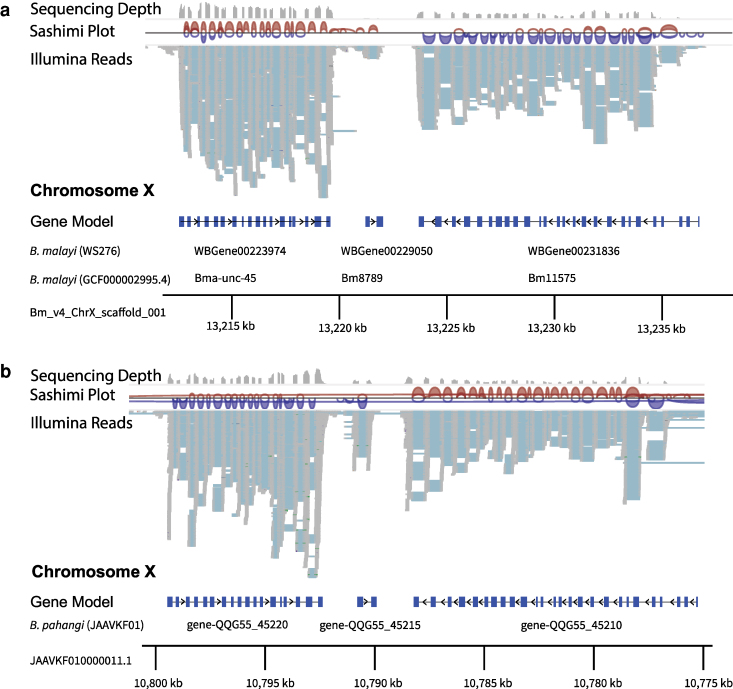
Orthologous genes between *B. malayi* and *B. pahangi.* Annotated Integrative Genomics Viewer (IGV) image from orthologous regions between a) *B. malayi* and b) *B. pahangi* along with Illumina reads and gene predictions. The panels are oriented so that the orthologous genes are vertically aligned. WBGene00223974 is orthologous with gene-QQG55_45220, WBGene00229050 is orthologous with gene-QQG55_45215, and WBGene00231836 is orthologous with gene-QQG55_45210. The sashimi plots show the proper splicing between the reads.

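These genes lie next to each other on chromosome X of the FR3 assembly and differed in their levels over the life stages. QQG55_45210 spans 10775771 to 10788482, QQG55_45215 spans 10790147 to 10790990 and QQG55_45220 spans 10792587 to 10799528. QQG55_45220 was at 67.8 ± 12.0 TPM in female worms, 27.4 ± 7.69 TPM in male worms and 76.9 ± 40.0 TPM in microfilariae from IP-infected female gerbils and at 59.1 ± 5.82, 23.2 ± 13.1 and 59.9 ± 21.7 TPM from male gerbils (SD, n = 3 each), and it was lower in male than in female worms over both gerbil sexes (log2 fold change -1.12, standard error 0.177, adjusted P-value 1.44e-05 from edgeR). QQG55_45215 was at 49.7 ± 29.7 TPM in male and 6.63 ± 3.58 TPM in female worms from IP-infected male gerbils and at 27.0 ± 8.55 and 7.04 ± 0.881 TPM from female gerbils (over both, 2.92, standard error 0.464, adjusted P-value 1.56e-05). QQG55_45210 was at 41.4 ± 32.5 TPM in microfilariae and 9.34 ± 1.17 TPM in female worms from IP-infected female gerbils and at 29.8 ± 22.2 and 6.99 ± 0.815 TPM from male gerbils. No test of this gene between microfilariae and female worms is given here. The 418 autosomal genes limited to male worms among adults had a median of 18.0 TPM in microfilariae. Reads spread evenly over genes could therefore make up part of the level of QQG55_45210 there. In the fit of the IP libraries of all life stages, edgeR did not call QQG55_45210 between male and female worms (0.52, standard error 0.245, adjusted P-value 0.0738). DESeq2 called it (adjusted P-value 0.00807). In comparisons of adult worms alone, edgeR called it higher in male worms from IP-infected male gerbils (0.81, standard error 0.295, adjusted P-value 0.0383). It was also called higher in male worms from IP-infected female gerbils (0.67, standard error 0.187, adjusted P-value 0.0125 from edgeR).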

**Table 1.** Annotation differences between *B. pahangi* and *B. malayi*.

Annotation feature statistics	*B. pahangi*	*B. malayi*
NCBI WGS accession	JAAVKF01	CAAKNF01
Assembly accession	GCA_012070555.1	GCF_000002995.4
Number of genes with multiple transcripts	2,546	2,589
Number of genes with multiple transcripts on autosomes and x chromosome only	1,972	2,452
Number of total gene features	11,310	10,905
Number of total gene features on autosomes and X chromosome only	10,316	10,373
Number of CDS features per gene	12.5	12.8
Number of inferred intron features per gene	11.2	11.5
Average CDS feature length (bp)	147	148

The untranslated regions (UTRs) are largely unannotated in both genomes. While direct RNA-sequencing data should enable the identification and annotation of the UTRs, most UTRs overlap with a noncoding RNA that are often on the same strand, which confounded the accurate prediction of the UTRs. Therefore, the differential expression analysis was undertaken with the generated and deposited protein-centric annotation (accession JAAVKF01). This is similar to the numerous differential gene expression analyses undertaken on *B. malayi* (Holt and Dunning Hotopp 2024), which is also protein-centric likely for an analogous reason.

## Discussion

Studies on host-sex effects have historically focused on infection rates, sociological practices, immune responses, worm recovery rates, or the host transcriptome. A review of sex and parasitic diseases (specifically leishmaniasis, Chagas disease, amebiasis, malaria, and schistosomiasis) focused on clinical infection bias and host immune response differences between male and female hosts in response to infection (Honecker et al. 2026). Less is known about how host-sex effects could influence the parasite's transcriptome.

Worms recovered from IP infections in male gerbils had similar transcriptional profiles as their counterparts from female gerbils. As such, there does not appear to be an effect of host sex on gene expression for adult male and adult female worms recovered from the IP infection model. Worms recovered from SQ infections were transcriptionally variable, precluding the identification of differentially expressed genes between adult males and adult females or between worms recovered from male and female gerbils. The cause of SQ sample variation may be from differential exposure to the host immune system, different tissue environments throughout their lifecycle, lower amounts of RNA input, and/or prolonged mechanical forces during necropsy, as worms from SQ infection are more difficult to recover. The transcriptional variability between SQ worms limited the interrogation of the transcriptional response to host sex for adult worms. Further investigation of the transcriptional variability of worms at different body sites could clarify this, with spatial transcriptomics having great potential in this regard.

The transcriptional variation in SQ samples is unlikely to be due to the maturity of the female parasites. The prepatent period, defined as the number of days before microfilariae were present in the blood, was used to determine the maturity of the infection and of the female parasites. The mean prepatent period in SQ-infected gerbils is 57 to 84 d with *B. pahangi* (Ash and Riley 1970a). In the study presented here, the earliest necropsy was performed at 123 d postinfection and the latest necropsy performed 309 d postinfection (median 226 d). Samples did not cluster based on the age of gerbil at the time of infection or the length of infection.

Overall, we established that in the IP model, there are no discernible differences in the transcriptomes of worms of *B. pahangi* in 3 key life stages from male or female gerbils. This lack of impact of host sex on the transcriptome of worms isolated from IP-infected gerbils reinforces the use of male gerbils as the primary rearing host for these parasites.

## Supplementary Material

jkag073_Supplementary_Data

## Data Availability

The data generated and used in this study has been deposited in the Sequence Read Archive repository. The RNA-Seq reads are available under the BioProject accession PRJNA817251. The differential expression and counts matrices are available under the Gene Expression Omnibus accession GSE312060. The sample SRX accession codes used in the genome annotation are available in Supplementary Table 2 and the SRX accession codes used in the differential expression analysis are available in Supplementary Table 3. Source code and supplemental data files to reproduce this analysis are available at https://github.com/christopher-holt/bpahangi_host_sex_effect (https://zenodo.org/doi/10.5281/zenodo.19356197). The genome annotation is available under the updated GenBank accession JAAVKF010000000. The full differential expression result tables are available in Supplementary Table 5. Supplemental material available at G3 online.

# Supplementary material for: Gene regulation in response to host sex and infection route in Brugia pahangi with new genome annotation
**Source:** G3 (Bethesda). 2026 Apr 15;16(6):jkag073. doi: 10.1093/g3journal/jkag073
**Supplement:** jkag073_Supplementary_Data

## Supplementary Files

### Supplementary Figure 1. Presence of Worm Life Stage in SQ-Infected Gerbils

A graphical summary of worm recovery in SQ-infected gerbils shows observed adult worms or microfilariae marked by a shaded red rectangle, while no observation of those life stages are unshaded. 

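Each gerbil of this summary was infected SQ, and the stages found differed between gerbils. Worms can be missed at necropsy, and in 5 gerbils microfilariae alone were found. In 10 of the 20 male gerbils and 6 of the 29 female gerbils all 3 life stages were recovered (two-sided Fisher's exact test, p = 0.0611). Microfilariae were found in 18 male gerbils (90.0%) and 8 female gerbils (27.6%), an odds ratio of 21.8 (Fisher's exact test, p = 2.42e-05). Female worms were found in 14 male and 10 female gerbils (Fisher's exact test, p = 0.0209), whereas male worms were found in 10 and 15 (p = 1). The blood held 6.62 ± 5.66 microfilariae per 20 µL (SD, n = 20) in male gerbils and 0.438 ± 1.10 (n = 29) in female gerbils (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The number of adult worms was 2.40 ± 2.16 and 1.69 ± 2.09 per gerbil (two-sided permutation test, p = 0.278).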

There were 16 gerbils where all three life stages were recovered. When female worms were present, there were always males and/or microfilariae recovered. There were 11 gerbils where only microfilariae or male worms were recovered. 

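Of these, 6 gerbils held male worms alone and all 6 were female, and 5 held microfilariae alone, of which 4 were male. Female and male worms without microfilariae were found in 3 gerbils, all of them female.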

The values included refer to the number of adult worms recovered per gerbil and the number of microfilariae per 20μL of blood.

### Supplementary Figure 2: Rarefaction Curves of *B. pahangi* Samples

**a)** Bar plot showing the percentage of the reads that mapped to the obligate *Wolbachia* endosymbiont of *B. pahangi*. The legend above the sample names denotes the gerbil sex, life stage, or infection route used. The bottom row denotes the infection route: IP (gray) or SQ (black). The middle row denotes the life stage of the sample: adult male (red), adult female (blue), or microfilariae (white). The top row denotes the sex of the gerbil: male (orange) or female (green). **b)** Stacked bar plot showing the percentage of reads that mapped to the gerbil genome (salmon), *B. pahangi* mitochondrial genome (green), *B. pahangi* nuclear genome (light blue), or the *B. pahangi* obligate *Wolbachia* endosymbiont (purple). The legend above the sample names denotes the gerbil sex, life stage, or infection route used. The bottom row denotes the infection route: IP (gray) or SQ (black). The middle row denotes the life stage of the sample: adult male (red), adult female (blue), or microfilariae (white). The top row denotes the sex of the gerbil: male (orange) or female (green). **c)** Rarefaction curves of the 36 *B. pahangi* samples were generated with vegan and rendered with ggplot2. Each curve in the rarefaction is labelled by the sample’s infection route and life stage attributes. Based on this analysis, the microfilarial samples isolated from SQ-infected gerbils had to be removed from the differential expression analysis as they did not reach saturation.

### Supplementary Figure 3: Log Transformed Heatmap and Dendrogram

The 7,384 differentially expressed genes are shaded based on the log_2_(TPM) values. The differentially expressed genes were identified using edgeR. Three rows in the column legend denote sample classification. The bottom row denotes the Infection route: IP (gray) or SQ (black). The middle row denotes the life stage of the sample: adult male (red), adult female (blue) or microfilariae (white). The top row denotes the sex of the gerbil: male (orange) or female (green). The heatmap was generated with [heatmap.3](https://raw.githubusercontent.com/obigriffith/biostar-tutorials/master/Heatmaps/heatmap.3.R) and the dendrogram was generated with pvclust. In the dendrogram generated by pvclust, the red values are the approximately unbiased (au) values and green values are the bootstrap probabilities.

### Supplementary Figure 4: Pairwise Comparisons of *B. pahangi* Samples Comparing Life Stage

Pairwise comparisons were used to compare worms from different life stages, while keeping gerbil sex and infection mode consistent, including: **a)** male and female worms from IP-infected male gerbils where 5,462 differentially expressed genes were detected; **b)** male and female worms from IP-infected female gerbils where 7,055 differentially expressed genes were detected; **c)** male and female worms from SQ-infected male gerbils; and **d)** male and female worms from SQ-infected female gerbils. Differentially expressed genes were identified using edgeR for panels **a** and **b** while panels **c** and **d** contain genes that passed the edgeR CPM filter as no differentially expressed genes were detected. The genes are shaded based on a z-score normalization of the log_2_(TPM) values for the genes in each heatmap. The bottom row in the column legend denotes the infection route: IP (gray) or SQ (black). The middle row denotes the life stage of the sample: adult male (red), or adult female (blue). The top row denotes the sex of the gerbil: male (orange) or female (green). The heatmap was generated with [heatmap.3](https://raw.githubusercontent.com/obigriffith/biostar-tutorials/master/Heatmaps/heatmap.3.R) and the dendrogram was generated with pvclust. In the dendrogram generated by pvclust, the red values are the approximately unbiased (au) values and green values are the bootstrap probabilities.

### Supplementary Figure 5: Combining SQ Samples Reveals a Reduction in Sample Variation

The SQ adult worm samples were merged (based on host sex and life stage) using samtools then downsampled to 100 million reads using picard. The left heatmap, directly adapted from **Figure 3**, shows the heatmap and sample clustering of the 30 sequencing samples. The numbers after the SQ sample name denotes the number of worms used in that sample. The right heatmap contains on the adult male and female samples, with the SQ samples merged and downsampled. The SQ samples have been labelled with either a circle (male worms from SQ-infected female gerbils), a star (male worms from SQ-infected male gerbils), a triangle (female worms from SQ-infected female gerbils), or a square (female worms from SQ-infected male gerbils). A grey shape denotes an SQ sample that clustered where expected, an orange shape denotes an SQ sample clustering differently. The numbers after each of the sample names in the left heatmap indicates the number of worms that were isolated for that sample. The 5,857 differentially expressed genes in the right heatmap are shaded based on the z-score normalization of the log_2_(TPM) values. The differentially expressed genes were identified using edgeR. Three rows in the column legend denote sample classification. The bottom row denotes the Infection route: IP (gray) or SQ (black). The middle row denotes the life stage of the sample: adult male (red), or adult female (blue). The top row denotes the sex of the gerbil: male (orange) or female (green). The heatmap was generated with [heatmap.3](https://raw.githubusercontent.com/obigriffith/biostar-tutorials/master/Heatmaps/heatmap.3.R) and the dendrogram was generated with pvclust. In the dendrogram generated by pvclust, the red values are the approximately unbiased (au) values and green values are the bootstrap probabilities.

### Supplementary Figure 6: Life stage specific expression in *B. malayi* adult males, adult females, and mature microfilariae

There are 9,463 differentially expressed genes identified between *B. malayi* adult males, adult females, and mature microfilariae. They were divided into three clusters by WGCNA and are shaded by the z-score normalization of the log_2_(TPM) values. The shaded legend at the top denotes the life stage: adult female (medium purple), adult male (dark orchid), and mature microfilariae (dark orange). The heatmap was generated with [heatmap.3](https://raw.githubusercontent.com/obigriffith/biostar-tutorials/master/Heatmaps/heatmap.3.R) and the dendrogram was generated with pvclust. In the dendrogram generated by pvclust, the red values are the approximately unbiased (au) values and green values are the bootstrap probabilities.

### Supplementary File 1: Tabular Summary of Worm Recoveries from a Previous Study Published in a Student Thesis (Wesley, 1973)

### Supplementary File 2: WGCNA Composition of 7,384 Differentially Expressed Genes

### Supplementary File 3: Significantly Enriched Functional Terms in *B. pahangi*

### Supplementary File 4: Significantly Enriched Functional Terms in *B. malayi*

### Supplementary Table 1: Gerbils Removed from The Study

### Supplementary Table 2: Samples used for Genome Annotation

### Supplementary Table 3: Samples used for Differential Expression

### Supplementary Table 4: Summary of Statistical Tests

### Supplementary Table 5: Differential Expression Tables

# Supplementary material for: Gene regulation in response to host sex and infection route in Brugia pahangi with new genome annotation
**Source:** G3 (Bethesda). 2026 Apr 15;16(6):jkag073. doi: 10.1093/g3journal/jkag073
**Supplement:** jkag073_Supplementary_Data

Worms Observed

No Worms Observed

1	1	0.5	F022_SQ
3	2	0.3	F016_SQ
2	1	0.5	M070_SQ
1	2	2.5	F024_SQ
1	3	1.5	F044_SQ
1	2	12	M051_SQ
1	3	7	M069_SQ
2	1	5.3	F020_SQ
2	1	5.3	M062_SQ
2	1	10.5	M071_SQ
3	1	10	M056_SQ
3	2	1.3	F015_SQ
3	4	14	M057_SQ
3	2	17	M050_SQ
2	2	18	M055_SQ
4	2	6	M067_SQ
1	0	2.5	M052_SQ
1	0	1	F017_SQ
1	0	5.3	M066_SQ
2	0	3.3	M068_SQ
2	0	11	M065_SQ
1	2	0	F043_SQ
1	1	0	F013_SQ
1	7	0	F037_SQ
0	1	0	F036_SQ
0	1	0	F030_SQ
0	2	0	F029_SQ
0	2	0	F040_SQ
0	2	0	F042_SQ
0	5	0	F032_SQ
0	0	1	M064_SQ
0	0	0.3	F019_SQ
0	0	1	M063_SQ
0	0	2	M061_SQ
0	0	6	M060_SQ
0	0	0	F021_SQ
0	0	0	F018_SQ
0	0	0	F025_SQ
0	0	0	F026_SQ
0	0	0	F028_SQ
0	0	0	F031_SQ
0	0	0	F033_SQ
0	0	0	F034_SQ
0	0	0	F035_SQ
0	0	0	F038_SQ
0	0	0	F039_SQ
0	0	0	F041_SQ
0	0	0	M053_SQ
0	0	0	M054_SQ

Female Worm

Male Worm

Microfilariae

# Supplementary material for: Gene regulation in response to host sex and infection route in Brugia pahangi with new genome annotation
**Source:** G3 (Bethesda). 2026 Apr 15;16(6):jkag073. doi: 10.1093/g3journal/jkag073

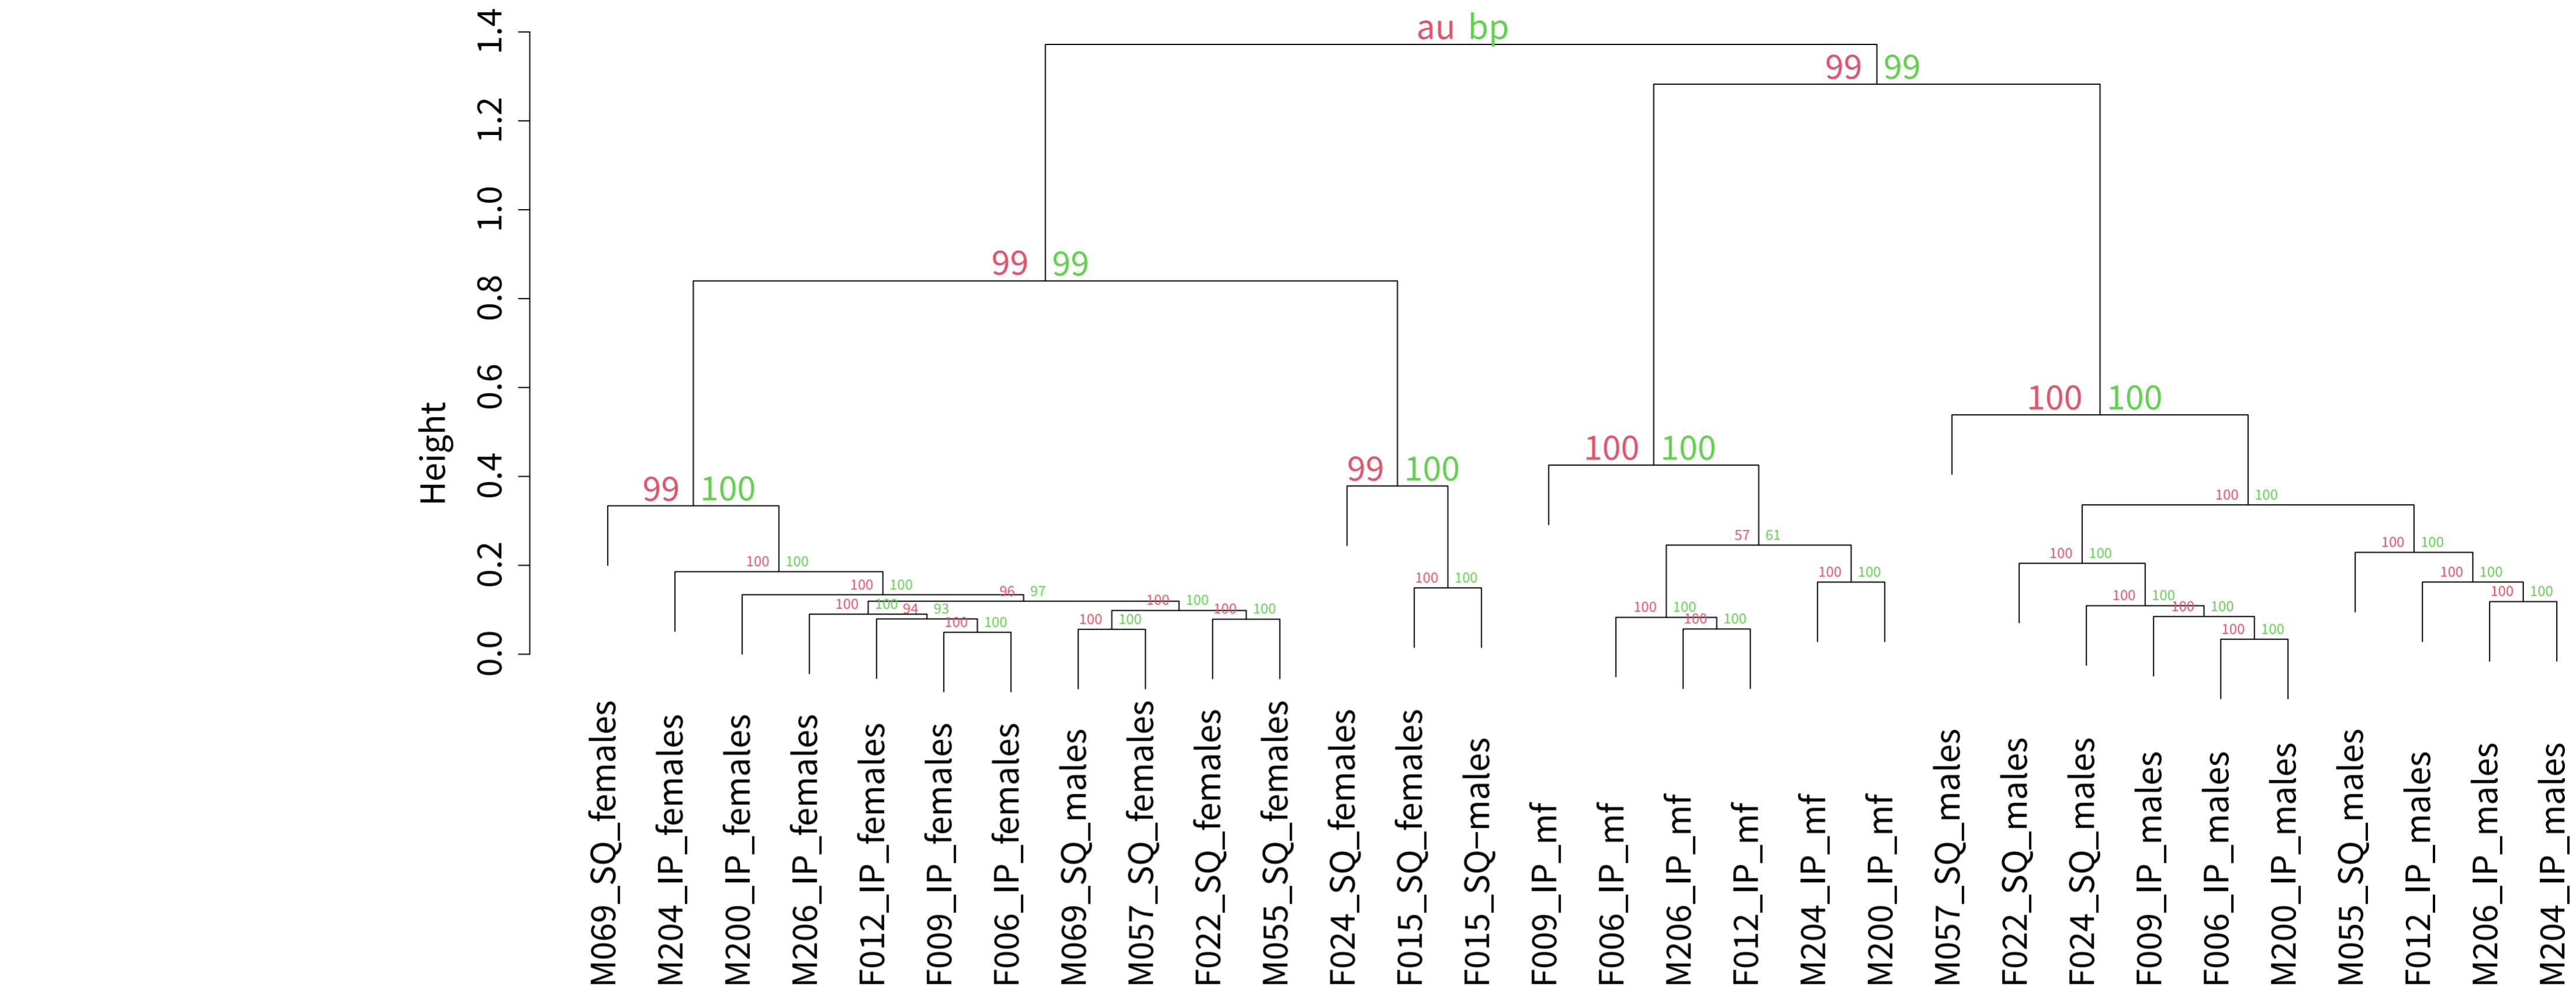

Gerbil Sex
Life Stage
Infection

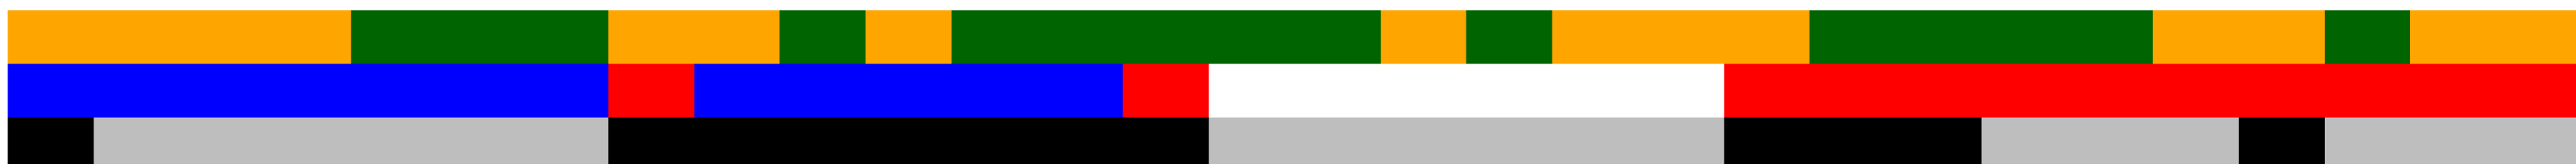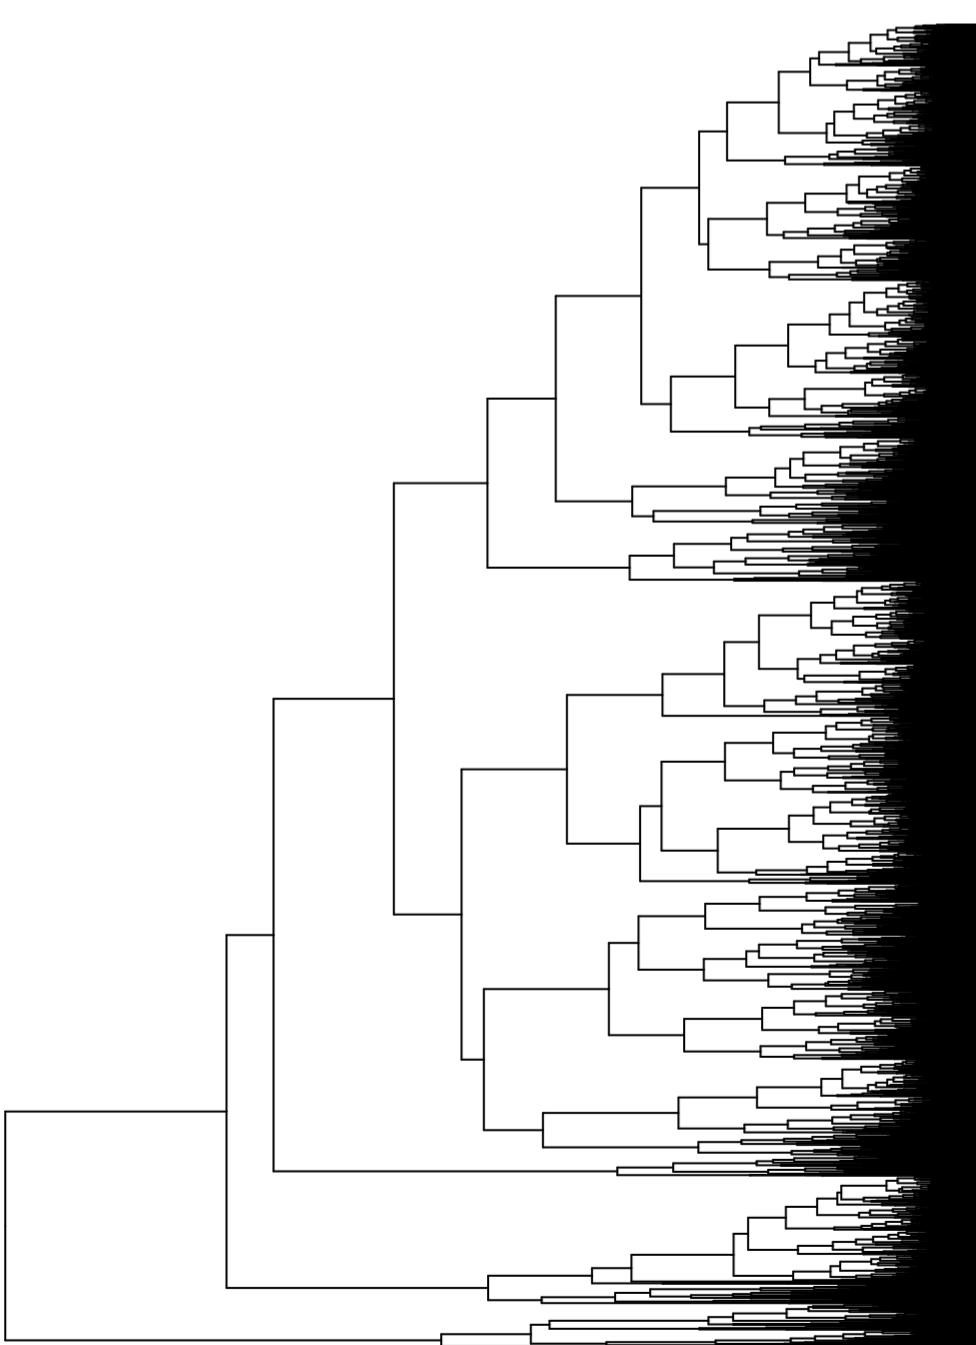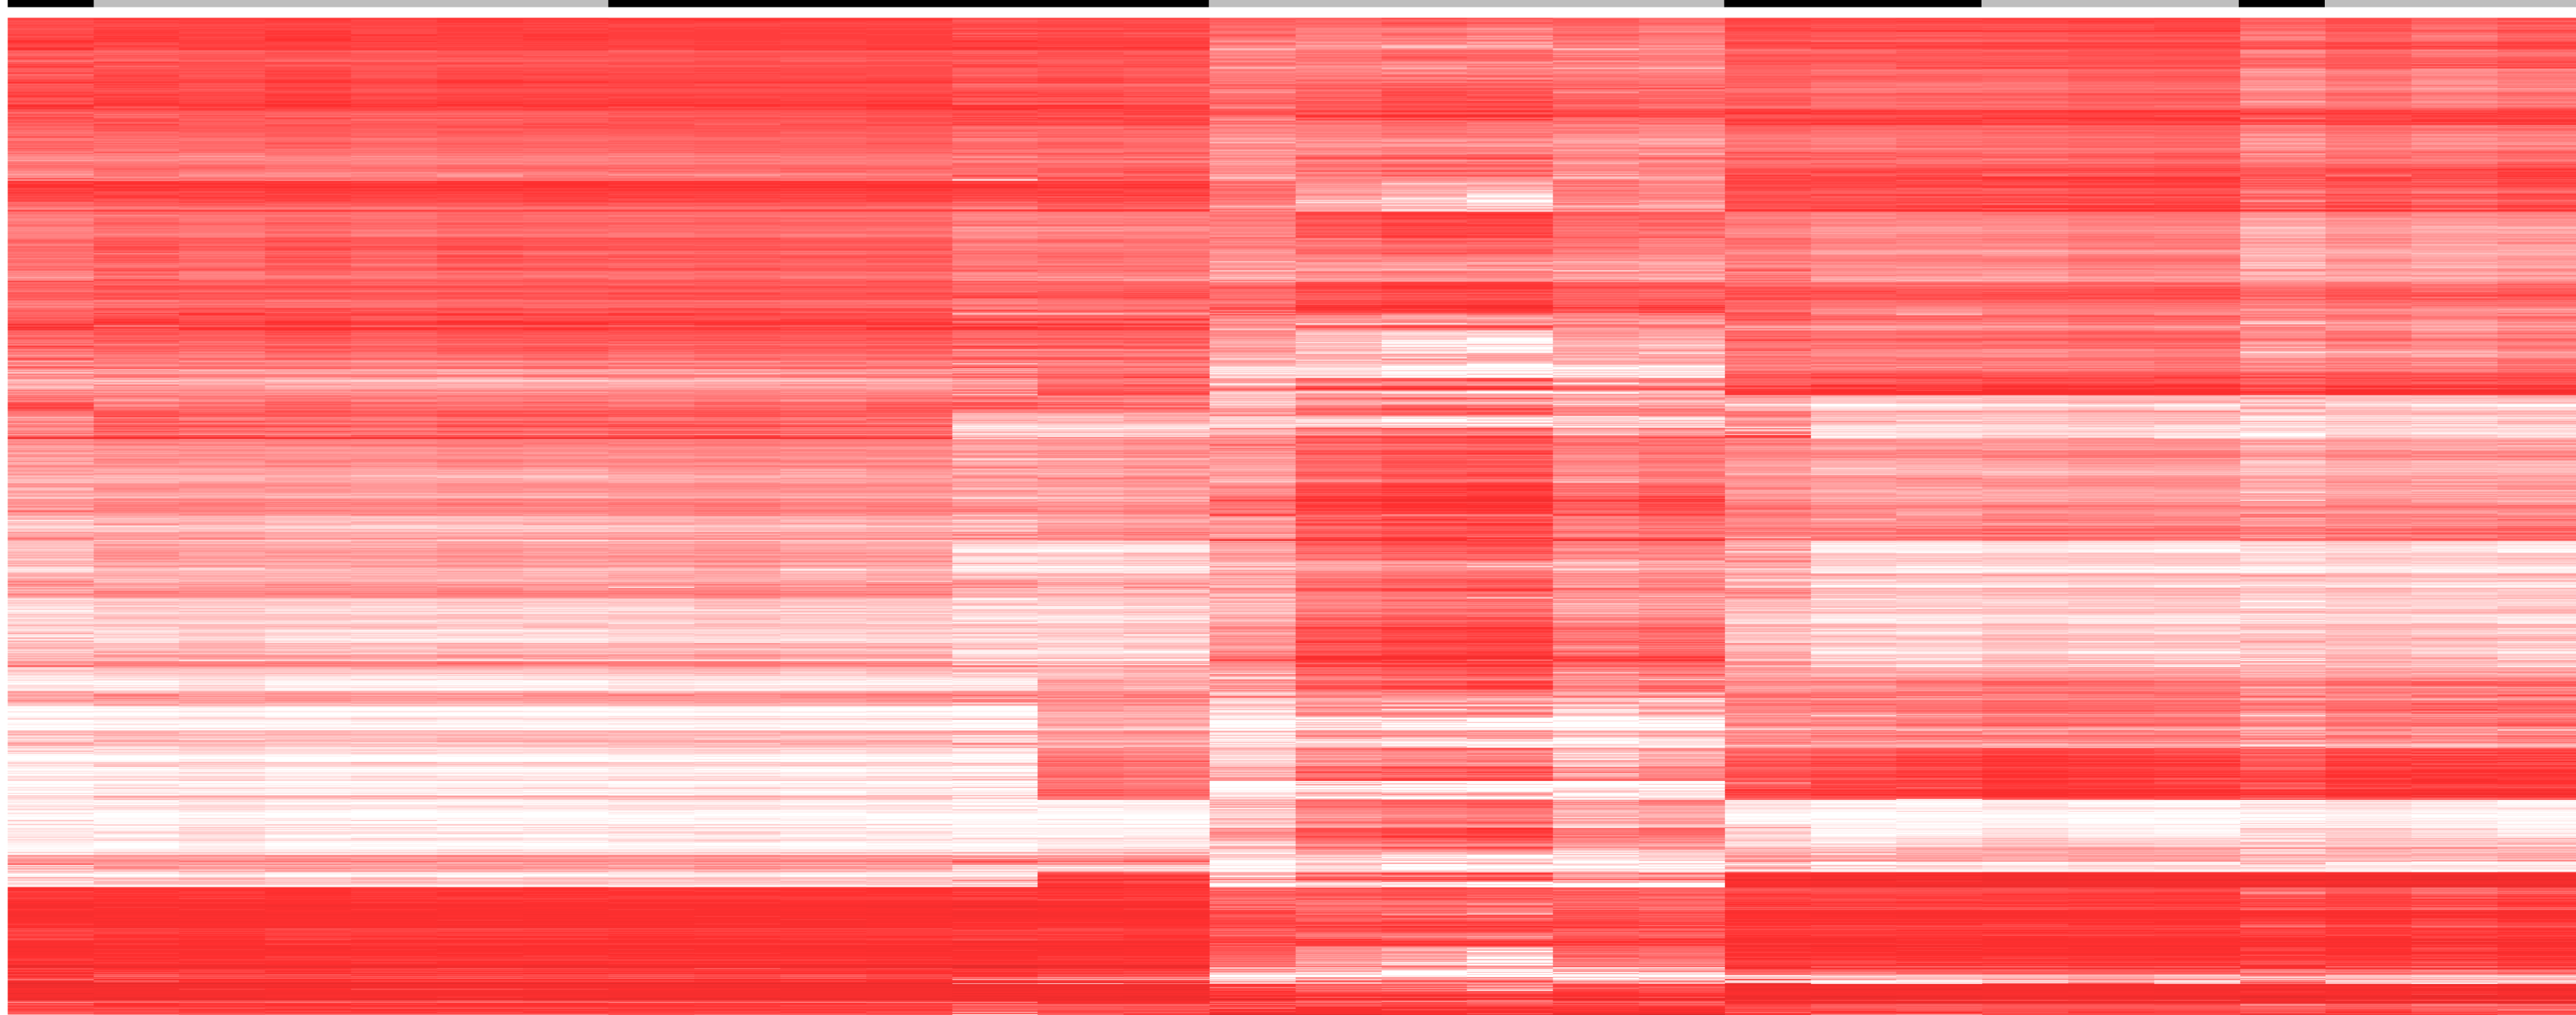

Gerbil Sex

- Male Gerbil
- Female Gerbil

Life Stage

- Female Worm
- Male Worm
- Microfilariae

Infection

- SQ
- IP

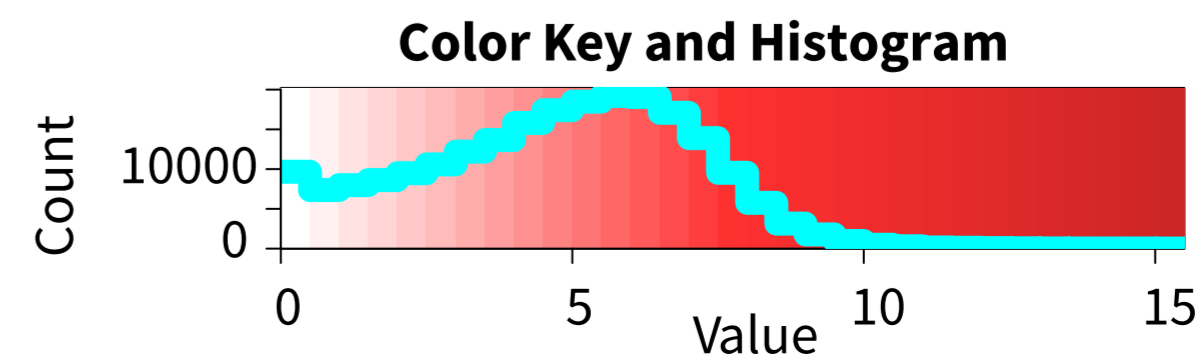

**Supplement:** jkag073_Supplementary_Data

How the deposited data were processed for this re-analysis (not part of the article)

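RNA was measured in male worms, female worms and microfilariae of B. pahangi taken from jirds, called gerbils in the paper, after intraperitoneal (IP) or subcutaneous (SQ) infection. Of the 36 libraries of the study, 30 are in the tables used here, and the 6 libraries of SQ microfilariae are not analysed here. The 30 libraries form 10 groups of 3 gerbils, by life stage, infection route and gerbil sex, with the conditions taken from the sample labels. The male and female worms of 1 gerbil, and in IP infection its microfilariae, gave separate libraries.

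The authors trimmed the reads of polyA-selected, strand-specific libraries with Trimmomatic 0.38, aligned them to the FR3 assembly with HISAT2 2.2.1, removed duplicates with Picard 2.25.3, used Samtools 1.9, and counted reads per gene with HTSeq 0.12.4 in union mode. The strand setting of the counting is not stated, so overlapping genes on opposite strands may share reads. The deposited counts are whole numbers for the 9873 genes that the authors kept, at a minimum of 5 CPM in at least 3 libraries, after removing rRNA and tRNA genes. The deposited library sizes equal the column sums of these counts. The deposited normalization factors are ratios near 1 per library, calculated by the authors with edgeR 3.30.3. The deposited TPM values cover 11322 genes, and the authors calculated them before the filter on low counts. The deposited gene table holds the average log2 CPM, the score of the quasi-likelihood F-test over 10 groups, and the p-value and adjusted p-value of that test, all calculated by the authors. Nothing else was done to the counts before they were deposited, as far as the study says.

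All tests here started from the counts, in R 4.3.3. The main test was edgeR 4.0.16, with TMM normalization, the quasi-likelihood F-test in the form of older edgeR releases, genes with at least 5 CPM in at least 3 of the libraries compared, and Benjamini-Hochberg adjustment with a threshold of 0.05. Comparisons between 2 groups used only the libraries of those groups, the test over 10 groups used all 30, the tests over 4 groups used 12 adult libraries of 1 route, life stage and gerbil sex together used the 18 IP libraries, and the interaction of worm sex and infection route used 24 adult libraries. Merged SQ groups were sums of 3 libraries, thinned with a fixed seed to the median total of the IP adult libraries. Principal components and clustering used z-scores of log2(TPM + 1) from the deposited TPM, and PVCLUST was replaced by bootstrap samples of genes with the same linkage. Variance shares came from lme4 1.1.37 with voom weights of limma 3.58.1, since variancePartition was not installed. Rarefaction used vegan 2.7.1. CPM values in the text are relative to the library total, without TMM factors. Standard errors of log2 fold changes were taken from the fold change and the F statistic.

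The calculations were tested on simulated data first. Counts were drawn with the means, spread and library sizes of each comparison, with 200 genes changed by 2-fold or 4-fold, and the shares recovered are given with the comparisons. The share recovered depends on how many genes change. Far more than 200 genes differed between worm sexes in IP infection, so for worm sex the shares do not measure power. Total counts and the spread between gerbils both enter the precision and were not told apart. The median half-width of the 95% confidence interval of a log2 fold change between gerbil sexes was 0.48 in IP female worms, 0.72 in IP male worms and 1.52 in IP microfilariae. No pair among the 30 pairs of libraries within a group held the same library counted again (chi-square per degree of freedom at least 7.70). Pairs of libraries from different groups were not checked.

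The IP-infected gerbils come from 3 litters with 1 male and 1 female gerbil each, which the paper gives. Whether gerbils of 1 litter deviate together was checked by the correlation of deviations from the group means, which was 0.0340 to 0.671 in male worms, -0.0598 to 0.755 in microfilariae and -0.0936 to 0.135 in female worms. For libraries of 1 gerbil it was -0.486 to 0.339 between male and female worms in IP infection and -0.453 to 0.330 in SQ infection. Litter as a block for gerbil sex, and gerbil as a block for worm sex and life stage, were alternatives to the main test.

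Alternatives set before the data were examined were no filter or edgeR's own filter on low counts, RLE size factors, the newer quasi-likelihood fit, DESeq2 1.42.0, a fit of all 30 libraries with a contrast of 2 groups, the blocks above, library name series as a covariate, other scales and distances for the descriptive analyses, leaving out each library or gerbil in turn, and leaving out the 4 SQ libraries that the paper describes as clustering apart from the tests over several groups and the interaction. Leaving those 4 out of comparisons of 2 groups and of variance shares was chosen after the data were seen. The genes named in the text follow a rule set at the same time. For each comparison with called genes it takes the 8 largest changes in each direction among genes with a functional annotation, an average log2 CPM of at least 4 and no overlap between groups, then members of gene families listed from annotation words, and every gene the paper names. Genes named outside this rule are marked as chosen after their values were seen.

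Functional annotation could be read for 1139 genes, since the supplementary table that holds it was available in part. All 1139 belong to 1 cluster of the study's coexpression analysis, so the annotated genes are not a fair sample of the genome, and tests of gene families as sets were not run. The coexpression clusters and functional enrichments of the study, its long-read gene models, and the reads aligned to Wolbachia and to the gerbil were not analysed.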

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

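The tests of explanations in this part were chosen after the results were seen, and the interaction test was set before the data were examined.

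Whether the difference between male and female worms changes with the infection route stays open. The interaction of worm sex and infection route passed for 1108 of 9528 genes (edgeR, adjusted P-value under 0.05, 24 adult libraries), and for 154 with gerbil as a block. It depends on the gerbils included, since 0 genes passed without F006, F009, F012, F015 or M206 and also without the 4 SQ libraries that the paper describes as clustering apart. With each of the other gerbils left out, 1 gene passed without M204 (QQG55_7990, chosen after its value was seen), 24 without M200, 657 without M057, 1749 without F024 and 2084 without M055, and the other 2 gerbils left the count within 1.5-fold. The next 2 paragraphs concern those 4 libraries.

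The library labelled M069 SQ male worms had the expression of female worms, at 1.47% on the scale from IP female (0%) to IP male worms (100%). An exchange with the female worms of the same gerbil is argued against by the M069 SQ female worm library, which lay at 4.45% and so also at the female end. A shift of all male worms to the female end by SQ infection of male gerbils is argued against by the other 2 such libraries, which lay at 88.1% (M055) and 64.2% (M057). Both lay below every IP male worm library (94.5 to 104%), so a smaller shift in this group is not excluded. A candidate explanation is female worms in the library, since the 54 male-limited genes on unplaced contigs summed to 18.4 CPM, inside the range of IP female worms (10.4 to 27.9 CPM). Whether such worms came from this gerbil or from another was not tested.

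In the library of female worms from F024, 224 of 646 female-biased genes were at least 8-fold below IP female worms, and 193 of these in both F015 libraries too. Their median ratio to IP female worms was 0.0402 in the F024 female worm library, where they were chosen, 0.0364 and 0.0474 in the F015 female and male worm libraries, where they were not, and 0.770 to 1.13 in single IP female worm libraries (0.376 in the M069 SQ female worm library), while female-biased genes within 2-fold in the F024 library had median ratios of 0.768 and 0.646 in the F015 libraries. In single IP male worm libraries these ratios were 0.0428 to 0.0677 for the lowered genes and 0.0930 to 0.112 for the genes within 2-fold. The lowered genes are thus at a usual male level in the F015 male worm library, and only the genes within 2-fold are not. Male RNA in the F024 library is argued against by its male-limited genes, at 0.189% of the level of IP male worms, and a mixture of worms like those of IP infection in the F015 libraries by a male and a female share that sum to 0.291 or less where single IP libraries give 0.738 to 1.28. Other SQ libraries also fell under this range, such as F022 male worms at 0.582 and M069 female worms at 0.716. A low sum therefore does not exclude a mixture of SQ worms. SQ infection of female gerbils stays open, with the F022 female worm library, at a ratio of 0.850, as the only 1 of its group without the change, and female worms with few embryos could lack such genes, which was not tested. Both F015 libraries, labelled female and male worms, held male-limited genes.

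The 6 IP microfilaria libraries spread along 1 axis, which held 83.9% of their variation (82.0% after thinning to equal totals). Their order on it, F009, M204, M200, F006, M206 and F012, is the order of the level of 418 autosomal genes limited to male worms among adults, from 17.8 to 65.5% of the median gene. Adult male RNA is argued against, since the counts of these genes did not follow their level in IP male worms (highest Spearman's rho -0.0537 in a microfilaria library). Reads spread evenly over genes, as from DNA, are a candidate explanation, since the counts followed coding length (lowest rho 0.538, against 0.311 to 0.495 in IP female worms). Litter cannot be told apart from this, since gerbils of 1 litter are neighbours in the order, 3412 of 8981 genes differed between litters, and only 1 of 15 ways to pair the libraries gave as many.

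In 4 of 34 sets of 6 libraries tested, 1 library lay further from the others than chance gives in about 1 of 20 sets. The M200 IP female worm library had the largest share of counts on unplaced contigs, 1.66% (next 1.56%, lowest 1.52%), and the most genes detected after thinning to the smallest total, 9215 (next 9024, lowest 8947). The F015 SQ female worm library had the smallest share of counts on chromosome X, 29.6% (next 30.9%, highest 31.6%). The M055 SQ male worm library, which has the smallest total of the adults, had the largest share of mitochondrial counts, 2.75% (next 0.781%, lowest 0.309%).

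Genes that the paper does not discuss mark male worms. The 54 male-limited genes on unplaced contigs, chosen for their difference between IP male and female worms, summed to a median of 8813 CPM in IP male worms and 12.9 CPM in IP female worms (n = 6 each), and more on them is given with the other observations.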

How the results depend on the processing

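Results without the F015, F024 female and M069 male worm libraries of SQ infection were chosen after the data were seen for comparisons of 2 groups and for variance shares, as were means over genes, deposited normalization factors and the fit without 3 microfilaria libraries, and the other alternatives here were set before. Over 77 results, 774 of 854 values under alternatives kept their direction and their side of the threshold (a count within 1.5 times), 26 crossed it upward, 10 crossed it downward, 44 moved and 0 reversed. The 854 values include the 389 values of 29 named genes given below, many of them chosen as the largest changes. The total therefore overstates how steady the other results were. Life stage in IP worms (5182 to 6117 genes between adult sexes, 6440 to 7440 and 6375 to 7403 between microfilariae and female or male worms), the test over 10 groups (6411 to 8144), the test over 4 IP groups (4940 to 7403) and the test with merged SQ worms (3883 to 6673) stayed within 1.5 times under each alternative run for them. Without the F006, F012 and M206 microfilaria libraries 6440 and 6556 genes differed from female and male worms. Of 389 values for 29 named genes, 386 stayed, and the others were those of QQG55_45210 between male and female worms, called with RLE size factors (log2 fold change 0.79, adjusted P-value 0.0177), with DESeq2 and without F009 (0.79, 0.0172). Comparisons of microfilariae are the least precise, and whether depth or the spread between libraries (common dispersion 0.452, against 0.104 in IP male and 0.0483 in IP female worms) limits them was not told apart.

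With DESeq2 in place of edgeR, gerbil sex gave 18 genes in IP male, 3 in IP female, 148 in SQ male and 14 in SQ female worms, where edgeR gave 0. Infection route gave 218 and 316 in male worms from male and female gerbils and 4 and 602 in female worms, worm sex in SQ infection gave 327 in male and 4 in female gerbils, the 4 SQ groups gave 1551 and the interaction 2118. The genes behind the counts of 5 or fewer, chosen after their values were seen, were the mitochondrial QQG55_mt0020 and QQG55_mt0005 and QQG55_50930 (all higher in male gerbils) in IP female worms, QQG55_13735, QQG55_17345 and QQG55_8905 (higher in SQ) and QQG55_34180 (lower) for route in female worms from male gerbils, and QQG55_15545, QQG55_3375, QQG55_22260 and QQG55_52945 (higher in male worms) for worm sex in SQ-infected female gerbils. In a fit of all 30 libraries edgeR called 158 genes for gerbil sex in SQ male worms, 267 for route in male worms from male gerbils, 377 in female worms from female gerbils, and 3586 and 1316 for worm sex in IP-infected female and SQ-infected male gerbils. On simulated counts DESeq2 called 20 to 39 unchanged genes for gerbil sex in these 4 sets of worms (edgeR 1 to 11), 109 and 22 for route in male worms from male and female gerbils and 31 and 39 in female worms (edgeR 0 to 8), and 31 and 53 for worm sex in SQ infection (edgeR 0 and 0), so part of the genes called by DESeq2 alone may be false. The cause of the counts in the fit of all 30 libraries was not tested.

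With a replicate block for litter 174 genes were called for gerbil sex in IP male worms, and with one for gerbil 154 passed the interaction. The block changed no other call and moved no other count by over 1.5 times. With gerbil sex as a further term 559 genes passed the interaction. Without the 4 SQ libraries the 4 SQ groups gave 2730 genes, worm sex gave 1084 in male and 1995 in female SQ-infected gerbils, route gave 49 in female worms from female gerbils and the interaction gave 0. SQ female worms from female gerbils are then 1 library, so the 1995 and the 49 rest on a group without replicates, and leaving out libraries for not resembling their label favours calls between worm sexes.

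When 1 gerbil was left out the calls ranged from 0 to 381 for gerbil sex in IP male worms (highest without M200), 0 to 370 in SQ female worms (F022), 0 to 17 for route in male worms from male gerbils, where edgeR called 5 (0 without M057, M200, M204 or M206 and 17 without M055), 0 to 3636 in female worms from female gerbils (F022), 0 to 146 for worm sex in SQ-infected male gerbils (M069) and 0 to 516 in female gerbils (F015). Worm sex in IP infection ranged from 1397 to 4501 in male gerbils (1397 without M204, 1770 without M206) and from 2673 to 4882 in female gerbils (2673 without F009, 4156 without F006), the shared genes from 1390 to 3548 (1390 without M204, 1735 without M206, 2354 without F009, 3149 without F006) and the interaction from 0 to 2084 genes.

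The mean share of variance over genes in IP worms was 70.9% for life stage, 24.9% for residuals, 3.10% for litter and 1.10% for gerbil sex, and in SQ worms 16.1% for gerbil sex and 10.2% for litter. Without weights litter held 1.41% in IP worms, and over genes with at least 5 CPM in 3 libraries it held 4.69% in SQ worms. Without the 4 SQ libraries life stage held 56.6%, residuals 21.8% and litter 0% in SQ worms. The share of litter in SQ worms ranged from 0 to 2.43% when 1 gerbil was left out.

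By non-negative least squares the positions of the F015 female, F015 male, F024 female and M057 male worm libraries were 40.8, 43.8, 18.8 and 59.7%. Each was lower than on the main scale, and the M057 library stayed nearer to male than to female worms. Tests of gene families as sets and comparisons with SQ microfilariae were planned and not run.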

Differences from the paper's values

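For male worms from male gerbils the paper's number of genes that differ between infection routes is 0, and the value here is 5 (adjusted P-value under 0.05 in both). Of the alternatives set before the data were examined, leaving out M057, M200, M204 or M206 gives 0, and no filter, edgeR's own filter (both 5), RLE size factors (4), the newer quasi-likelihood fit (5), DESeq2 (218), the fit of all 30 libraries (267) and leaving out M055 (17) or M069 (4) do not.

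For the SQ worms the paper's share of variance in residuals is 69%, and the median share here is 44.2%. Of the alternatives set before the data were examined, log2(CPM + 1) without weights (48.3%) and leaving out F015 (47.0%), F024 (50.1%) or M057 (53.7%) come within 1.5 times of the paper's value, and genes with at least 5 CPM in 3 libraries (42.0%) and leaving out F022 (42.2%), M055 (41.9%) or M069 (32.3%) do not. A model without litter, as the paper gives litter for the IP gerbils only, has 54.0%, and the mean over genes is 48.7%. Both were chosen after seeing the values, and both are within 1.5 times of the paper's value. For life stage in SQ worms the paper's share is 6.6% and the median here is 19.3%, a gap smaller than the jackknife standard error of 22.4.

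The paper reports that comparisons of gerbil sex and of infection route hold no differentially expressed genes with or without adjustment for multiple tests. At an unadjusted P-value under 0.05 the values here are 4 to 482 genes for gerbil sex, where chance gives 413 to 449, and 381 to 1666 for infection route. The visible parts of the paper's own tables hold 399 of 1999 genes for female worms from female gerbils and 185 of 1492 genes for male worms from female gerbils with an unadjusted P-value under 0.05, and 0 and 0 with an adjusted one.

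Across the 10 groups the paper gives 7384 genes, and the value here is 7340. With the deposited normalization factors, chosen after seeing the values, it is 7384. The deposited test table holds 7587 genes with an adjusted P-value under 0.05.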

Other observations

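The tests of chromosomes, mitochondrial genes and other splits in this part were chosen after the results were seen. Female-biased genes were more frequent on chromosome X than on the other chromosomes. Of genes tested in IP-infected gerbils of both sexes, 867 of 2597 on chromosome X (33.4%) and 21.4% of 6180 on chromosomes 1 to 4 were higher in female worms in both, an odds ratio of 1.84 (95% confidence interval 1.66 to 2.04, two-sided Fisher's exact test over genes, p = 5.01e-31). Male-biased genes were less frequent on X, at 21.3% against 28.7% (odds ratio 0.674, Fisher's exact test, p = 5.26e-13). Genes are not independent replicates, and the same worms of 6 gerbils underlie all of them. The odds ratios for female-biased and male-biased genes were 1.83 and 0.665 with RLE size factors and 1.81 and 0.658 with DESeq2. Among the other chromosomes, male-biased genes made up 27.0% on chromosome 1, 31.3% on 2, 23.3% on 3 and 33.6% on 4.

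Genes of the mitochondrial genome differed between all 3 life stages. They took up 5.44 to 10.2% of the counts in single IP microfilaria libraries, 0.340 to 1.08% in IP male worms and 0.154 to 0.348% in IP female worms (n = 6 each). Of 12 mitochondrial genes, 12 were higher in microfilariae than in female worms (median log2 fold change 5.79) and 12 higher than in male worms (3.93), and 11 were higher in male than in female worms (1.76), by edgeR in the 18 IP libraries. With RLE size factors the counts were 12, 12 and 12 and the medians 5.87, 3.72 and 2.04. Between IP male and female worms 12 were called higher in male worms in male gerbils and 12 in female gerbils. Mitochondrial DNA and mitochondrial RNA were not told apart.

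Among nuclear sequences, the contigs without a chromosome held the highest share of male-biased genes. Of 378 genes tested there, 145 (38.4%) were higher in male worms of gerbils of both sexes. The 54 genes with a log2 fold change of at least 6 in male over female worms lie on 23 contigs, and their summed expression in IP male worms was 681 times that in IP female worms. It was 914 CPM (median, 297 to 1829, n = 6) in IP microfilariae, between both. Whether these contigs belong to the Y chromosome was not tested.

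Other ways to divide the same libraries were tried for each comparison. For 3 against 3 libraries there are 10 splits, too few for a share under 0.05. Gerbil sex gave 0 genes, against a highest other split of 2764 in IP male worms, 1 in IP female worms, 4302 in IP microfilariae, 25 in SQ male worms, 2046 in SQ female worms and 0 over the 3 IP life stages. The split with 2764 genes sets F006, F009 and M200 apart and the one with 4302 sets F009, M200 and M204 apart, and each keeps the gerbils of 2 litters together, which points to a structure among these gerbils other than gerbil sex. In SQ female worms the split with 2046 genes sets F015, F024 and M069 against the others. Among the 3 other splits that part all litters, the highest were 0, 1 and 0 genes in IP male worms, female worms and microfilariae. For infection route the real split gave 5, 0, 0 and 0 genes and the highest other 0, 0, 1 and 0 (male worms from male and female gerbils, then female worms). For worm sex it gave 4981 and 6300 genes in IP infection and 0 and 0 in SQ infection, and no other split gave any.

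Where 100 splits could be drawn, only the real 1 gave as many genes for the 10 groups (7340, highest other 1299). The same held for male against female worms (5990 and 1046) and for microfilariae against female worms (7126 and 5143) and male worms (6906 and 4007). For these tests a random division of the libraries is an unlikely source of the counts. For the 4 IP groups 2 of 100 gave as many (real 6108), and a drawn regrouping gave more (6439). For the interaction 1 of 100 gave as many (1108, highest other 4), but its count depends on single gerbils and it stays open. For the genes shared between gerbil sexes (real 4733, highest other 0) the 100 are pairs of the 10 splits of each comparison. No other split of either gave any gene, so these pairs hold no further test. For the 4 SQ groups the real count is 0, so 100 of 100 splits gave as many (highest other 2036), which says nothing on chance.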
